# The proteasome subunit *psmb1* is essential for craniofacial cartilage maturation and morphogenesis

**DOI:** 10.1172/jci.insight.181723

**Published:** 2024-07-18

**Authors:** Bess M. Miller, Wolfram Goessling

**Keywords:** Development, Cartilage, Embryonic development

## Abstract

Craniofacial dysmorphisms are among the most common birth defects. Proteasome mutations frequently result in craniofacial dysmorphisms, including lower jaw malformations; however, the underlying mechanisms are unknown. Here, we used a zebrafish proteasome subunit β 1 (*psmb1*) mutant to define the cellular mechanisms underlying proteasome mutation-induced craniofacial dysmorphisms. *psmb1* mutants exhibited a flattened ceratohyal and smaller Meckel’s and palatoquadrate cartilages. Ceratohyal flattening was a result of failed chondrocyte convergent extension, accompanied by reduced numbers of chondrocytes in the lower jaw due to defects in chondrocyte differentiation. Morphogenesis of craniofacial muscles and tendons was similarly perturbed. *psmb1* mutants lacked the hyohyal muscles, and craniofacial tendons were shortened and disorganized. We additionally identified a critical period for proteasome function in craniofacial development, specifically during chondrocyte and muscle differentiation. *psmb1* overexpression in *sox10^+^* cells of mutant embryos rescued both cartilage and tendon phenotypes but induced only a partial rescue of the muscle phenotype, indicating that *psmb1* was required in both tissue-autonomous and nonautonomous fashions during craniofacial development. Overall, our work demonstrates that *psmb1* is required for craniofacial cartilage, tendon, and muscle differentiation and morphogenesis.

## Abstract 2

The proteasome is required in a time- and tissue-specific manner during craniofacial development.

## Introduction

Craniofacial development requires precisely synchronized morphogenesis of tissues derived from the ectoderm, mesoderm, and endoderm to form and integrate the muscles, tendons, cartilages, and bones of the face. Craniofacial disorders account for one-third of birth defects in the United States and affect 1 in 600 births (1, 2). Craniofacial disorders have a wide range of severity and contribute significantly to infant mortality, as they can interfere with breathing and feeding (1). Even less severe craniofacial disorders can result in serious functional and social deficits that impact quality of life. The genetic and environmental etiology of craniofacial disorders is complex, and over 700 distinct syndromes have been described (3). A common cause of craniofacial dysmorphisms is prenatal exposure to alcohol, which can result in fetal alcohol spectrum disorders (FASDs). FASDs are estimated to affect 1%–5% of school age children in the United States and Western Europe (4–8). Fetal alcohol syndrome, the most severe category of FASDs, is characterized by central nervous system defects, growth delay, and craniofacial dysmorphisms (9).

Our group has previously found that developmental exposure to ethanol inhibits the ubiquitin-proteasome system and that treatment of zebrafish embryos with proteasome inhibitors induces malformations in Meckel’s cartilage (10), indicating that loss of proteostasis may contribute to craniofacial anomalies in patients FASD. In support of this, several studies have recently identified craniofacial dysmorphisms in patients with proteasome subunit mutations (11–13). However, the mechanisms underlying the emergence of craniofacial malformations due to proteasome inhibition and mutation are unknown. Genetic models of proteasome mutation are therefore essential to comprehensively examine the role of the proteasome in craniofacial development.

Here, we used zebrafish mutants in the 20S proteasome subunit β 1 gene *psmb1* to identify the cellular mechanisms underlying lower jaw defects resulting from proteasome inhibition. We found that *psmb1* mutation induced widespread defects in craniofacial cartilage, tendon, and muscle morphogenesis. Craniofacial cartilage and muscle are less mature in *psmb1* mutants compared with wild-type or heterozygous counterparts, and *psmb1* mutants have fewer chondrocytes in Meckel’s cartilage, the ceratohyal, and the palatoquadrate cartilages. Overexpression of *psmb1* in the neural crest and chondrocytes rescued the cartilage and tendon phenotypes but induced only a partial rescue of the muscle phenotype, indicating that there are both tissue-autonomous and nonautonomous effects of *psmb1* on muscle development.

## Results

### psmb1^hi2939^ mutation disrupts proteasome assembly.

The *psmb1^hi2939^* line was generated by a retroviral insertional mutagenesis screen in which the virus inserted into the first intron (14–16). Therefore, we first assayed the effect of this mutation on *psmb1* expression and proteasome assembly. RT-PCR for the full-length *psmb1* transcript revealed that *psmb1* mutants produce wild-type transcript (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.181723DS1). However, qRT-PCR for *psmb1* demonstrated that mutants express *psmb1* at approximately half the level of wild-type fish (Supplemental Figure 1B). To interrogate whether this mutation perturbs proteasome assembly, we performed native PAGE on 72-hour postfertilization (hpf) pooled wild-type and heterozygous versus mutant larvae using an antibody that recognizes the α 1, 2, 3, 5, 6, and 7 subunits of the proteasome (Supplemental Figure 1C). *psmb1* mutants had virtually no 19S or 26S proteasome but retained a small amount of 30S proteasome, demonstrating that this mutation substantially impairs proteasome assembly.

### psmb1 mutation results in fewer craniofacial chondrocytes and impaired ceratohyal elongation.

*psmb1* mutants have reduced or absent Meckel’s, ceratohyal, and palatoquadrate cartilages, accompanied by flattening of the ceratohyal when visible, as assessed by Alcian blue staining (10) (Figure 1A). In addition to defects in cartilage development, *psmb1* mutants also have significantly reduced expression of liver and pancreas genes; however, they do not suffer from general growth restriction, as measured by larval length (10). Additionally, heart and kidney development are both morphologically normal in *psmb1* mutants (Supplemental Figure 2), further demonstrating that the observed developmental defects are tissue-specific and not the result of a general growth delay phenotype.

As Alcian blue is a relatively late marker of cartilage formation, we imaged *sox10:kaede; psmb1^–/–^* larvae at 72 hpf to investigate the cellular basis of this phenotype (Figure 1B). *sox10* is expressed in the neural crest early in development and is strongly expressed in chondrocytes starting at 2 days postfertilization (dpf) (17). Imaging of *sox10:kaede*; *psmb1^–/–^* larvae revealed a similar phenotype to Alcian blue staining, although less severe. While Meckel’s, palatoquadrate, and ceratohyal chondrocytes were present in *psmb1* mutants, these cartilages were reduced in size (Figure 1B). The disparity in cartilage robustness between Alcian blue staining and presence of *sox10^+^* chondrocytes suggests that *psmb1* mutant chondrocytes are less able to produce extracellular matrix (ECM). Imaging of the *sox10:kaede* reporter line also revealed defects in semicircular canal formation in *psmb1* mutants (Figure 1B, white arrowhead), similar to those seen in patients with *PSMC3* mutations (12). To further investigate the chondrocyte differentiation stage, we performed antibody staining for Sox9a, a key regulator of chondrogenesis, and Col2a1, a major component of the chondrocyte ECM, both of which were produced by *psmb1^–/–^* chondrocytes (Figure 1C), indicating that chondrocytes begin on at least the early stages of differentiation.

Ceratohyal elongation during the 55–72 hpf time window is largely due to chondrocyte convergent extension (18, 19). If this process happens appropriately, chondrocytes stack next to each other such that drawing a line through the center of 3 adjacent chondrocytes yields a flat, 180-degree angle. Stacking is also associated with increased length/width ratio in chondrocytes. Given the flattened ceratohyal angle in *psmb1* mutants, we next asked whether chondrocyte cell movements were impaired. To investigate this question, we used wheat germ agglutinin staining to visualize chondrocyte cell membranes and quantify stacking (Figure 1C). *psmb1* mutant chondrocytes were disorganized compared with wild-type and heterozygous fish and had a reduced length/width ratio (Figure 1, D and E). These results suggest that chondrocyte convergent extension is defective in *psmb1* mutants, although reduced chondrocyte numbers likely also contribute to morphological defects in the ceratohyal cartilages.

To better visualize ceratohyal elongation, we next performed time-lapse imaging of *sox10:kaede; psmb1^–/–^* fish from 55 to 70 hpf (Supplemental Video 1). At 55 hpf, *psmb1^–/–^* larvae were largely indistinguishable from wild-type and heterozygous larvae, although the mutants exhibited a 1- to 2-hour developmental delay. However, elongation of the ceratohyal cartilage was completely lost in *psmb1* mutants, further supporting impaired chondrocyte convergent extension. Given the reductions in the lower jaw cartilages, we also used Sox9a antibody staining to quantify the number of chondrocytes in these cartilages throughout development (Figure 1F). By 60 hpf, *psmb1* mutants had approximately half the number of chondrocytes as wild-type and heterozygous fish, and this difference persisted through 72 hpf (Figure 1, G and H). These results demonstrate that *psmb1* is required for chondrocyte convergent extension and that 55–65 hpf represents a critical period for proteasome function during chondrocyte development.

As elevated cell death is seen in the head of *psmb1* mutants by 55 hpf (10), we next performed a time-course study of TUNEL staining from 55 to 72 hpf to determine whether decreases in chondrocyte number in the mutants are attributable to increased cell death. We found increased numbers of Sox9a^+^TUNEL^+^ cells in mutants at 72 hpf but not at earlier stages (Figure 2, A–E). Interestingly, we also observed increased numbers of Sox9a^–^TUNEL^+^ perichondral cells lining the outer edge of the mutant cartilages at 65 hpf and 72 hpf, and cell death was also globally elevated in noncartilage tissues of the head at 65 and 72 hpf (Figure 2A). We additionally employed antibody staining for phospho-histone H3 (pH3) to evaluate chondrocyte proliferation at 57–72 hpf in *sox10:kaede; psmb1^–/–^* embryos. No pH3^+^sox10^+^ cells were present at any time point examined in either mutant or wild-type/heterozygous larvae (Figure 2, F–I), which agrees with results of previous studies of chondrocyte proliferation during this time window (18). Therefore, neither increases in chondrocyte cell death nor decreases in proliferation drive the observed reductions in chondrocyte numbers.

### Pharyngeal arch morphogenesis and patterning occurs normally in psmb1 mutants.

Meckel’s cartilage, the ceratohyal, and the palatoquadrates are derived from the first and second pharyngeal arches; therefore, we next asked whether defects in these cartilages could be traced back to issues with pharyngeal arch development. Imaging of *sox10:kaede; psmb1^–/–^* embryos at 24 hpf did not reveal any defects in neural crest cell (NCC) patterning in the arches (Figure 3A). RNAscope for *hand2*, *jag1b*, and *dlx2a* at 32 hpf to assess dorsal-ventral patterning within the pharyngeal arches was also normal in *psmb1* mutants (Figure 3A). Finally, we used the *gutGFP* reporter line and RNAscope for *myod1* to visualize the development of the pharyngeal endoderm and muscle, respectively, both of which were morphologically normal in *psmb1* mutants (Figure 3B). As such, the mutant craniofacial phenotype is not caused by defects in either NCC migration or patterning within the arches or issues with pharyngeal endoderm or mesoderm development.

Next, we asked whether changes in NCC proliferation or cell death could be contributing to reductions in chondrocyte number. We quantified TUNEL^+^*fli1a*^+^ and pH3^+^*fli1a*^+^ cells in the first and second pharyngeal arches at 24 and 48 hpf to specifically assay the cells that give rise to Meckel’s cartilage, the palatoquadrates, and the ceratohyal cartilages. No differences in proliferation or cell death of pharyngeal arch NCCs (Figure 3, C–H) or in pharyngeal arch area at 24 hpf or 48 hpf (Supplemental Figure 3) were observed. Combined with our finding that *psmb1^–/–^* larvae have fewer craniofacial chondrocytes, this indicates that there is likely reduced differentiation of pharyngeal arch NCCs into chondrocytes.

### Proteasome subunit genes are upregulated in a tissue-specific fashion in psmb1 mutants.

The molecular mechanisms linking proteasome mutations and craniofacial defects are unknown; therefore, we next performed RNA-Seq of craniofacial chondrocytes to assess transcriptional alterations that result from *psmb1* mutation. To do so, we dissected heads from 72-hpf mutants and pooled wild-type and heterozygous larvae and sorted *sox10^+^* cells (Figure 4A). 

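RNA-Seq of the *sox10*+ cells covered 4 samples of pooled wild-type and heterozygous larvae and 3 samples of *psmb1* mutants at 72 hpf, with 7000 sorted cells in each. Kaede, the reporter in these larvae, is a fluorescent protein made in cells that express *sox10*. Full-length cDNA was made and amplified with the SMART-Seq HT kit, libraries were made with the Nextera XT kit, and the authors aligned the reads to GRCz11 with STAR. The deposited values are the authors' whole-number counts per gene, without normalization, for 32520 Ensembl gene identifiers. The counts summed to between 54824619 and 62057318 per wild-type/heterozygous library, with a median of 58046724.5. In the mutants they summed to 59318933 in replicate 1, 64287270 in replicate 3 and 72034939 in replicate 4. The paper states up to 30, in units of 1000000 reads, per sample, and the values given here use the totals of the counts. Between 20499 and 23889 genes had a count in each wild-type/heterozygous library, and between 21857 and 23547 in each mutant library. At these totals, 3 counts, taken as the smallest level that can be told from none, were worth between 0.0416 and 0.0547 counts per 1000000 counts of the library (CPM). Amplified reads are not independent molecules, so this floor covers counting error only. Across genes, which are not independent replicates, Spearman's rho between libraries of the same genotype was 0.908 to 0.951, and between genotypes it was 0.89 to 0.925. Genes with low counts were removed with the default filter of edgeR, library sizes were scaled by the TMM method, and mutants were compared with wild-type/heterozygous samples by the quasi-likelihood test. The filter, the scaling and the test could each change the number of genes called.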

As the *Tg(sox10:kaede)zf393* line is expressed in non-CNCC cell types, such as the ear, we were unable to exclude all non-CNCC contamination; however, this reporter is expressed most strongly in chondrocytes at 72 hpf. 

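Of 21476 genes tested in the *sox10*+ cells, 793 differed between *psmb1* mutants and wild-type/heterozygous samples at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Expression was higher in mutants for 451 of these genes and lower for 342. The median size of the change among them was 1.44 on the log2 scale, and 637 changed by at least 1 on that scale. Before adjustment, 3577 genes had a p-value under 0.05. The common biological coefficient of variation, which measures the spread between replicates, was 0.76. Among the genes called, 792 had mutant and wild-type/heterozygous libraries that did not overlap, against 19.6% of all genes tested and 5.7% expected by chance. The genes were called on these same libraries, so their separation follows in part from the selection and is not separate evidence. Apart from the fit with replicate numbers, the choice of test moved the count most, to 2444 genes with DESeq2's Wald test.

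**Figure D1:**
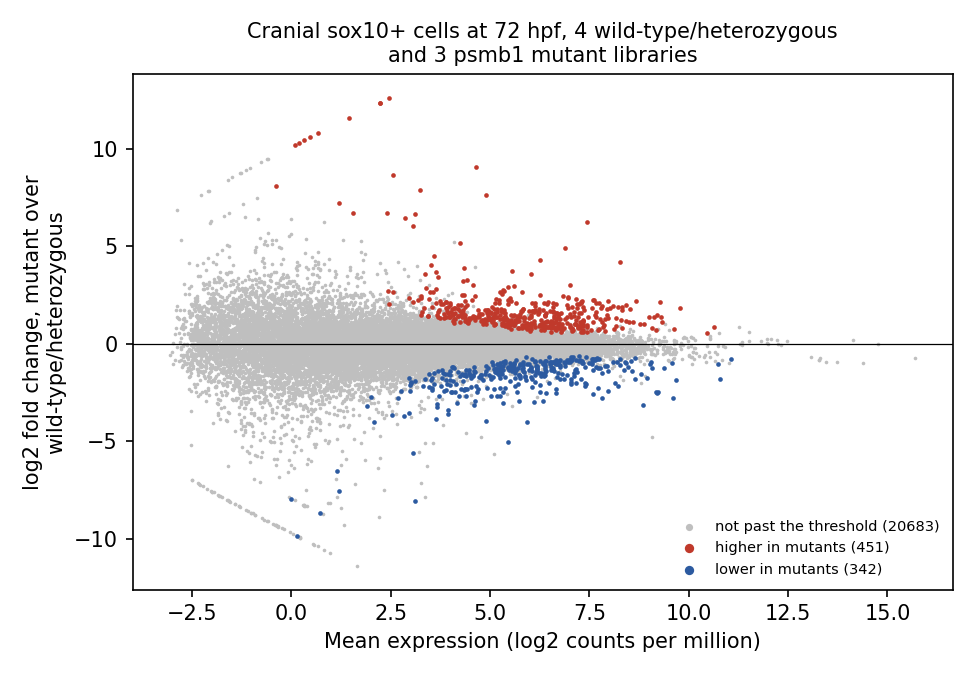
Log2 fold change of each gene in *sox10*+ cells, mutant over wild-type/heterozygous, against its mean expression in log2 CPM. Each point is a gene; red points are the 451 genes higher in mutants, blue points the 342 lower, and grey points the genes not past the threshold.

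The counts list genes by Ensembl identifier and do not pair them with gene symbols. Among genes past the threshold with a mean of at least 100 counts in a genotype and libraries that did not overlap, ENSDARG00000038977 had the largest rise. Genes were ranked by edgeR's log2 fold change. Where a genotype has 0 counts, the data bound the size of a change only from below, so such a rank is that of an estimate. ENSDARG00000038977 had 0 counts in all 4 wild-type/heterozygous libraries and 495 to 1188 counts in the 3 mutant libraries. Its level in mutants was 12.8 ± 4.81 CPM (SD, n = 3) after TMM scaling. On library totals alone its mean was 13.4 CPM, at least 260-fold higher than the mean floor of 0.0516 CPM in the wild-type/heterozygous libraries, with an adjusted p of 0.00159 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same criteria, ENSDARG00000098478 had the largest fall, with 31 to 170 counts in the wild-type/heterozygous libraries, or 1.88 ± 0.932 CPM (SD, n = 4) after TMM scaling and a mean of 1.83 CPM on library totals, and 0 in every mutant library. On library totals it was at least 39.4-fold lower in mutants (adjusted p = 0.0349 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was no longer past the threshold under 6 of 14 alternative settings. In all, 63 genes had 0 counts in one genotype and counts in every library of the other, with a mean of at least 20. As many such genes, or more, were found in 5 of the 35 splits of the 7 libraries into 4 and 3, the split by genotype included.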

There were 2,308 differentially expressed genes in this data set, and Gene Ontology (GO) analysis revealed alterations primarily in pathways related to the proteasome and ECM composition (Figure 4, B and C). As is typically seen following proteasome inhibition (20), proteasome subunit genes were strongly upregulated in *psmb1* mutants (Figure 4D). qRT-PCR of trunk/tail tissue versus dissected heads alone at 72 hpf revealed that upregulation of proteasome subunit genes occurred in a tissue-specific manner, with tissues in the head demonstrating much stronger upregulation of proteasome subunit genes (Figure 4E). These results suggest that cranial tissues are more sensitive to *psmb1* mutation than tissues in the trunk, which may explain the relative severity of craniofacial phenotypes in *psmb1* mutants.

We also observed widespread downregulation of genes involved in chondrocyte maturation and ECM production, which we verified via qRT-PCR of dissected heads (Supplemental Figure 4). As we sorted equal numbers of cells from *psmb1* mutant and wild-type/heterozygous fish, reduced ECM gene expression could reflect either reduced numbers of maturing chondrocytes in the sox10^+^ population or reduction in ECM gene expression in individual chondrocytes. We did not see decreased expression of *sox9a* or *barx1* (Supplemental Figure 4A), suggesting the sorted populations contain roughly equivalent numbers of chondrocytes. Thus, these results demonstrate that proteasome function is required for craniofacial chondrocyte maturation in addition to morphogenesis.

### Muscle and tendon defects in psmb1 mutants.

Using RNAscope, we found that *psmb1* was expressed throughout the embryo during development, with particularly high expression in the brain, pharyngeal arches, and eye (Figure 5A). We additionally determined that *psmb1* is expressed ubiquitously throughout craniofacial development, including in the pharyngeal arches at 24 and 48 hpf and in craniofacial chondrocytes, muscle, and tendons at 72 hpf (Figure 5A). This observation prompted us to examine the development of craniofacial muscles and tendons in *psmb1* mutants. Antibody staining for myosin heavy chain (MHC) at 72 hpf showed that *psmb1* mutants lack hyohyal muscles and have reduced interhyal, intermandibularis anterior, and intermandibularis posterior muscles (Figure 5B). Myoblast fusion may also be impaired in *psmb1* mutants, as the cells are more distinct and rounded than in wild-type and heterozygous larvae. Time-lapse imaging of *myf5:EGFP*; *mylz2:mCherry*; *psmb1^–/–^* fish from 55 to 70 hpf revealed that muscles that form later in development, specifically the hyohyal, were more severely affected (Supplemental Video 2). As MHC is a fairly late marker of muscle formation, we additionally performed a RNAscope time-course study of *myod1* expression, which validated loss of the hyohyal muscles (Figure 5C). Both time-lapse imaging and *myod1* expression confirmed that while *psmb1* mutants looked similar to wild-type and heterozygous fish at 55 hpf, by 65 hpf they had sharply diverged. This timing is concordant with the appearance of defects in craniofacial cartilage and strongly suggests that proteasome function is specifically required for proper craniofacial development between 55 and 65 hpf.

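Muscle cells of dissected heads were sorted by their *mylz2* reporter at 72 hpf, with 1500 cells in each of 4 samples of pooled wild-type and heterozygous larvae and 3 samples of *psmb1* mutants. The samples were prepared, sequenced and aligned in the same way as the *sox10*+ samples, and the authors' counts cover the same genes. One mutant sample has the replicate number 2 in the heatmap of Supplemental Figure 5C and 3 in its sample title, and it is called mutant replicate 2 here. The counts summed to between 69357630 and 78521766 per wild-type/heterozygous library, with a median of 74901472. The mutant libraries held 84281946 counts in replicate 1, 103563447 in replicate 2 and 83947537 in replicate 4. These totals are also above the number of reads per sample that the paper states, and the values use the totals. Between 21232 and 22378 genes had a count in each wild-type/heterozygous library, and between 22242 and 23201 in each mutant library. The floor of 3 counts was worth 0.029 to 0.0433 CPM. Across genes, Spearman's rho was 0.943 to 0.963 between libraries of the same genotype and 0.909 to 0.931 between genotypes. The filter, scaling and test were those used for the *sox10*+ cells, in a fit of the *mylz2*+ libraries alone.

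**Figure D2:**
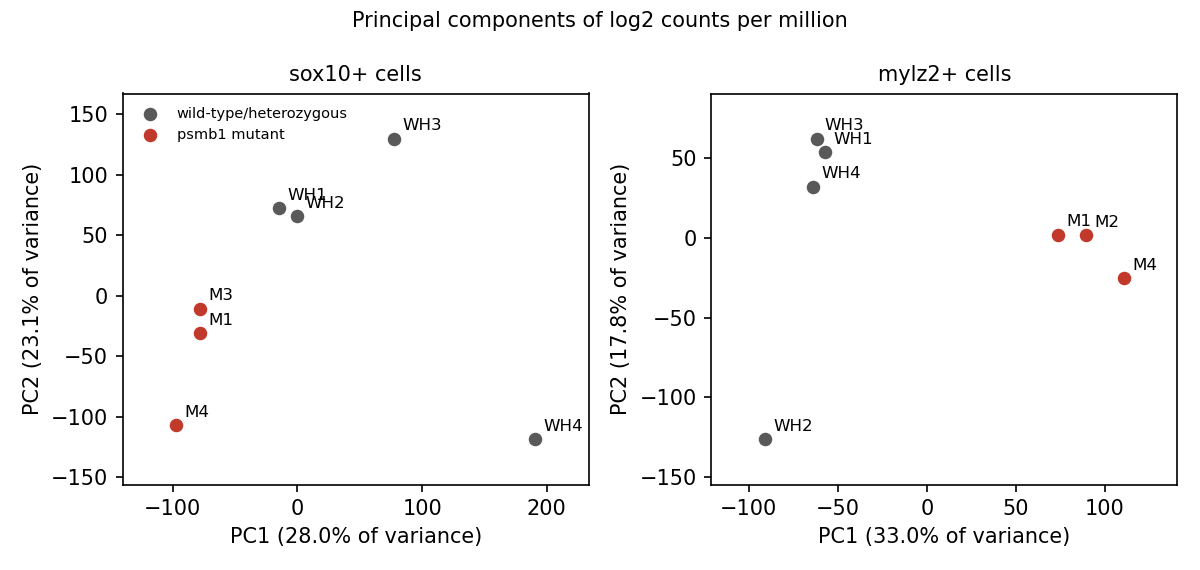
First and second principal components of log2 CPM, for the *sox10*+ libraries (left) and the *mylz2*+ libraries (right); each point is a library, labelled WH for wild-type/heterozygous or M for mutant, with its replicate number. On the first component the *mylz2*+ mutants lie between 73.7 and 110.7 and the wild-type/heterozygous libraries between -90.8 and -57.2, while in *sox10*+ cells the mutants lie between -97 and -77.9 and the wild-type/heterozygous libraries between -14.6 and 190.5.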

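In *mylz2*+ cells, 4587 of 20413 genes tested differed between mutants and wild-type/heterozygous samples at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 2202 were higher and 2385 lower in mutants, and 2380 changed by at least 1 on the log2 scale, with a median size of 1.02. A p-value under 0.05 before adjustment was found for 6762 genes. The common biological coefficient of variation was 0.55. For 3640 of the genes called (79.4%), no mutant library overlapped a wild-type/heterozygous library, compared with 37.9% of the genes tested. As in the *sox10*+ cells, this follows in part from the selection of the genes.

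Genes were chosen and ranked as for the *sox10*+ cells, with the same limit on ranks where a genotype has 0 counts. ENSDARG00000030954 had the largest rise, from 0 counts in all 4 wild-type/heterozygous libraries to 65 to 148 counts in the mutants. It was at least 29-fold higher in mutants (adjusted p = 0.00381 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest fall was that of ENSDARG00000103286, with 42 to 246 counts in the wild-type/heterozygous libraries and 0 in all 3 mutant libraries. Its level was at least 47-fold lower in mutants (adjusted p = 0.00119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In these cells 50 genes had 0 counts in one genotype and counts in every library of the other, and 2 of the 35 splits of the 7 libraries, the real one included, gave as many.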

RNA-Seq of cranial *mylz2^+^* cells at 72 hpf, comparing dissected heads from mutant larvae with those from pooled wild-type and heterozygous larvae, revealed 5,106 differentially expressed genes in total. GO analysis indicated alterations in muscle differentiation and development terms as well as proteasome-related terms (Supplemental Figure 5, A and B). We found overall downregulation of muscle differentiation genes, including the transcription factors *myod1* and *myf5*, genes involved in myoblast fusion such as *myomaker*, *jam2a*, and *jam3b* (21–24), and multiple myosin and actin genes (Supplemental Figure 5C), confirmed by qRT-PCR on dissected heads (Supplemental Figure 5D). These results indicate that *psmb1* mutation hinders muscle differentiation.

To examine tendon development, we additionally performed RNAscope at 57–72 hpf for the tendon markers *scxa* and *tnmd1* and for *xirp2a*, which marks myosepta and sites of muscle attachment (25). This revealed defects in tendon formation, including disorganization of the mandibulohyoid and hyohyal junctions and smaller palatoquadrate tendons (Figure 5D). These defects were apparent as early as 57 hpf. Furthermore, time-lapse imaging of *scxa:mCherry; col2a1a:EGFP; psmb1^–/–^* embryos from 55 to 70 hpf (Supplemental Video 3) demonstrated that although tendon cells are initially specified, their ability to coalesce into tendons is substantially diminished in *psmb1* mutants, altogether demonstrating that *psmb1* is required for tendon maturation and morphogenesis.

### Overexpression of psmb1 in the neural crest and chondrocytes rescues cartilage and tendon defects in psmb1 mutants.

Cranial NCCs regulate muscle patterning and differentiation during craniofacial development (26–28), and defects in muscle differentiation and function can likewise result in cartilage phenotypes (29, 30). This raises the question of whether defects in craniofacial muscle and cartilage development in *psmb1* mutants are a result of tissue-autonomous loss of *psmb1* in individual tissues or indirect nontissue autonomous loss of *psmb1* across tissues.

To disentangle tissue autonomous and nonautonomous effects of *psmb1* mutation, we generated a *sox10:psmb1-2A-GFP* transgenic line, in which *psmb1* was overexpressed in the neural crest and cartilage. *psmb1^–/–^* larvae died at 5 dpf, at which point there was widespread tissue death and edema (10) (Figure 6A). Overexpression of *psmb1* in *sox10^+^* cells reversed edema and tissue duskiness at 5 dpf and extended survival to at least 7 dpf, although rescued mutants still failed to inflate the swim bladder and demonstrated abnormal head shape compared with wild-type/heterozygous siblings (Figure 6, A and B). This experiment demonstrates that edema is primarily a function of the mutation’s effect on *sox10*^+^ cells and their descendants.

Overexpression of *psmb1* under the *sox10* promoter was also sufficient to rescue ceratohyal patterning in *psmb1* mutants (Figure 6, C and D), indicating that tissue-specific loss of *psmb1* in the neural crest and chondrocytes drives defects in cartilage morphogenesis. Tendons in *sox10:psmb1-2A-GFP; psmb1^–/–^* larvae were also elongated, better organized, and more robust compared with their unrescued counterparts (Figure 6E). This rescue is likely a primary effect of *psmb1* overexpression in *sox10^+^* NCCs from which tendons are derived, but improvements in ceratohyal patterning may also contribute to this improvement, as craniofacial cartilage is required for tendon cell organization (25). Finally, *sox10:psmb1-2A-GFP; psmb1^–/–^* larvae displayed a modest partial rescue of the muscle as well. Notably, hyohyal muscles were completely lacking in control *psmb1^–/–^* larvae, but rudimentary, shortened hyohyal muscles were visible in *sox10:psmb1-2A-GFP; psmb1^–/–^* larvae (Figure 6F). These results indicate that *psmb1* is required in a tissue-autonomous manner during cartilage and tendon development and in both tissue-autonomous and nontissue autonomous fashions during muscle development.

## Discussion

Proteasome subunit mutations in *PSMB1*, *PSMC3*, and *PSMD12* are associated with craniofacial dysmorphisms in humans, including microcephaly, semicircular canal malformations, and retrognathia and microretrognathia, respectively (11–13). Patients with these mutations also display neurodevelopmental phenotypes such as intellectual disability and developmental delay (13). Our group and others have found that pharmacologic or genetic proteasome inhibition causes abnormalities in the shape of Meckel’s cartilage in zebrafish (10, 11, 13). However, both whether proteasome subunit mutations have more comprehensive effects on craniofacial development and the cellular mechanisms connecting proteasome inhibition with defects in craniofacial cartilage are unknown. Here, we found that *psmb1* mutation induced widespread developmental defects in first and second arch–derived craniofacial tissues. Additionally, we identified a critical period for proteasome function during craniofacial cartilage and muscle morphogenesis and maturation starting at 55–60 hpf. As *psmb1* is maternally deposited in zebrafish (13), a lack of earlier phenotypes may be due to either maternal compensation or reduced requirement for *psmb1* at earlier stages of development. Notably, proteasome subunit expression is more strongly upregulated in the head than in the rest of the body in *psmb1* mutants, indicating that cranial tissues are more highly sensitized to proteasome dysfunction than tissues in the trunk. This may explain the predominance and severity of craniofacial phenotypes in these mutants.

In addition to impairing chondrocyte maturation, our data indicate that *psmb1* mutation also decreases upstream differentiation of NCCs into chondrocytes. Although *psmb1* mutants had fewer craniofacial chondrocytes than wild-type or heterozygous fish by 60 hpf, we did not observe differences in chondrocyte cell death or proliferation prior to 72 hpf in *psmb1* mutants, indicating that reduced chondrocyte numbers were due to impaired NCC differentiation into chondrocytes. Reduced NCC numbers could also explain this phenotype; however, we did not find differences in pharyngeal arch NCC area in *psmb1* mutants. The discrepancy between reduced chondrocyte numbers and a seemingly normal NCC population raised the question of what happens to NCCs that fail to differentiate into chondrocytes. Given that we saw increased TUNEL^+^Sox9a^–^ perichondral cells at 72 hpf, one possibility is that these cells do indeed go on to die at later time points, losing their lineage marker in the process.

Proteasome inhibition has previously been found to influence differentiation, proliferation, and apoptosis of chondrocytes in long bone growth plates. Treatment of young mice with proteasome inhibitors has been found to decrease long bone length (31–33). Accompanying in vitro studies of fetal rat metatarsal bones found that proteasome inhibitors reduced chondrocyte proliferation and hypertrophy and increased chondrocyte apoptosis, which was accompanied by upregulation of p53 (31–33). Inhibition of apoptosis rescued long bone growth in vivo, demonstrating that the proteasome inhibition-induced chondrocyte apoptosis directly contributes to defects in long bone growth (34). This is in contrast to our finding that chondrocyte apoptosis does not drive craniofacial phenotypes, which may be due to differences in craniofacial versus long bone chondrogenesis or due to differences in developmental stage.

Proteasome inhibition has not previously been reported to induce defects in craniofacial muscle development. The proteasome, however, is known to be a regulator of skeletal muscle differentiation. Proteasome inhibition prevents fusion in primary myoblast cultures and results in dysregulation of myogenic gene expression (35–37). Mutations in *PSMB8* result in muscle atrophy in humans, and fast-twitch muscle-specific knockout of *PSMC3* results in muscle growth defects and a decrease in force production in mice (38, 39). Muscle growth defects in this model are accompanied by histological changes indicative of muscle degeneration, including decreased myofiber size, central nuclei, and accumulation of basophilic inclusions (38). In line with these studies, we saw dysregulation of myogenic gene expression in *psmb1* mutants as well as disorganization of myofibrils, demonstrating that the role of the proteasome in muscle differentiation extends to the craniofacial muscle, despite its distinct embryonic origin and differences in the upstream network governing myogenic regulatory factor expression and activity. In contrast to the muscle and cartilage, very little is known concerning the role of the proteasome in tendon development and maintenance. Our results indicate that the proteasome is dispensable for tendon specification but plays an important role in tendon morphogenesis.

In sum, our study identifies a critical period for proteasome function during craniofacial development, from 55 to 65 hpf. Prior to this period, craniofacial development proceeds broadly normally in *psmb1* mutants; however, starting at 55 hpf alterations in craniofacial cartilage, muscle, and tendon morphogenesis and differentiation are apparent. These findings demonstrate that there are defined tissue- and temporally specific roles for the proteasome during craniofacial development.

## Methods

### Sex as a biological variable.

Experiments were performed on clutch-matched siblings that were used without sex bias, as it is not possible to distinguish the sex of larval zebrafish. Each experiment was performed at least twice to validate results across clutches.

### Zebrafish studies.

If not specified, fish used in this study were wild-type strain AB. Lines used in this study included *Tg(sox10:kaede)zf393* (40), *Tg(scxa:mCherry)* (41), *Tg(myf5:EGFP)* (42), *Tg(mylz2:mCherry)* (43)*,* *Tg(gutGFP)* (44), *Tg(fli1a:EGFP)* (45), *psmb1*^hi2939^ (14, 16, 46), and *Tg(sox10:psmb1-2A-GFP)*. We thank the lab of Leonard Zon (Boston Children’s Hospital, Boston, Massachusetts, USA) for sharing the *Tg(sox10:kaede)* line; the lab of Jenna Galloway (Massachusetts General Hospital) for sharing the *Tg(myf5:EGFP)*, *Tg(mylz2:mCherry)*, and *Tg(scxa:mCherry)* lines; and the lab of Trista North (Boston Children’s Hospital) for sharing the *Tg(fli1a:EGFP)* line. *psmb1^hi2939^* embryos were obtained from ZIRC and genotyped upon retrieval to confirm identity. Embryos were raised in E3 at 28.5C.

### Genotyping.

DNA was extracted from tail clips or whole larvae by incubating tissue in 50 mM NaOH for 30 minutes at 95°C. NaOH was neutralized with 1 M Tris pH 8, and DNA was then used for genotyping. Two PCRs were used to genotype *psmb1* fish — one to detect the wild-type allele and one to detect the transgenic insertion. Primer sequences are provided in Supplemental Table 1.

### Transgenesis.

The transgenic line *Tg(sox10:psmb1-2A-GFP)* was generated using Tol2 transgenesis. Full-length *psmb1* was cloned from AB cDNA using primers specified in Supplemental Table 1. The middle entry vector pENTR:psmb1 was generated using the pENTR/D-TOPO kit (Thermo Fisher Scientific, K59120). The p5E:sox10 plasmid was a gift from the Galloway lab. Gateway reactions using LR Clonase II Plus (Invitrogen 12538120) were performed to generate the pTol2 *sox10:psmb1-2A-GFP; cryaa:cerulean* plasmid. *Tol2* mRNA was synthesized using the mMessage mMachine SP6 in vitro transcription kit (Ambion, AM1340) according to the manufacturer’s instructions. To generate stable lines, single-cell embryos from a *psmb1^+/–^* in cross were injected with 1–2 nL of 25 ng/μL plasmid and 25 ng/μL *Tol2* mRNA. F0s were screened for GFP expression, raised to adulthood, and crossed to AB fish to identify founders. F1 fish were then raised to adulthood and crossed to *psmb1^+/–^* fish to generate embryos for experiments.

### RNAscope.

RNAscope was performed using the RNAscope Multiplex Fluorescent V2 Assay (Advanced Cell Diagnostics, 323100). Methods were modified from those of refs. 47, 48. Briefly, embryos were fixed overnight at 4°C in 4% PFA and then dehydrated through a methanol series. Embryos in methanol were stored at –20°C for at least 2 hours. Embryos were rehydrated, washed with PBS 0.1% Tween, and deyolked. Embryos were permeabilized with proteinase K 20 μg/mL according to age (0 min for 0–1.5 dpf, 1 min for 2 dpf, and 3 min for 3 dpf). Embryos were post fixed with 4% PFA for 20 minutes, washed with PBS 0.1% Tween, and incubated with probe diluted according to the manufacturer’s specifications overnight at 40°C. Following probe incubation all remaining protocol steps were performed according to ref. 47. The following probes were used: *psmb1* (ACD, 1185011-C1), *col2a1a* (ACD, 409471-C3), *myod1* (ACD, 481231-C2), *scxa* (ACD, 564451-C2), *xirp2a* (ACD, 564471-C3), *tnmd* (ACD, 564481-C1), *dlx2a* (ACD, 52352-C3), *jag1b* (ACD, 1189981-C2), *hand2* (ACD, 500051-C1), *egfp* (ACD, 400281-C2), and *gfp* (ACD, 1192271-C2). Background subtraction and deconvolution were run on each image using Imaris 10.0.0.

### Immunofluorescence.

Embryos were fixed in 4% PFA overnight at 4°C and then washed 4 times with PBS 0.1% Tween. Embryos were permeabilized with proteinase K 20 μg/mL according to age (2.5 min for 48 hpf and 5 min for 72 hpf) and then post-fixed with 4% PFA for 20 minutes. Embryos were incubated in PBS 0.5% Triton X-100 for 2 hours and then blocked in PBS with 5% normal goat serum, 5% BSA for 1 hour. Embryos were incubated in primary antibody overnight in blocking solution at 4°C and then washed 6 times with PBS 0.1% Tween. Embryos were then incubated in secondary antibodies in block overnight at 4°C, washed 6 times with PBS 0.1% Tween, and then embedded in 0.6% agarose for imaging. The following primary antibodies were used: Sox9a (GeneTex, GTX128370, 1:100), Collagen Type II (DSHB, II-II6B3, 1:50), MHC (DSHB, A4.1025, 1:50), and GFP (Aves, GFP-1020, 1:100). The following secondary antibodies were used at 1:250 dilution as appropriate: goat anti-chicken Alexa Fluor 488 (Jackson, 703-545-155), goat anti-rabbit Alexa Fluor 568 (Invitrogen, A11011), goat anti-mouse IgG2a 647 (Invitrogen, A21241), and goat anti-mouse IgG1 568 (Invitrogen, A21124).

### Chondrocyte measurements.

96 hpf larvae were stained with wheat germ agglutinin Alexa Fluor 647 (Thermo Scientific, W3246, 1:500) as described above. ImageJ (NIH) was used to quantify stacking and chondrocyte length/width ratio. Stacking was measured by drawing a line through the center of 3 adjacent chondrocytes. All measurements were taken from chondrocytes in the midsections of the ceratohyal. For each larva, multiple chondrocytes were measured, and measurements were averaged for the graph. Chondrocyte counting was performed using the spots function in Imaris on Sox9a antibody-stained larvae.

### Apoptag.

TUNEL reactions on fish older than 48 hpf were carried out using the ApopTag Fluorescein In Situ Apoptosis Detection Kit (EMD Millipore, S7110). Larvae were fixed overnight in 4% PFA at 4°C, then dehydrated via a methanol series, and stored in methanol at –20°C. Larvae were rehydrated, washed with PBS 0.1% Tween, and permeabilized with 20 μg/mL proteinase K for 2–5 minutes depending on age. Larvae were postfixed for 20 minutes with 4% PFA, washed with PBS 0.1% Tween, and then incubated in 2:1 ethanol/acetic acid at –20°C for 15 minutes. Larvae were washed with PBS 0.1% Tween, incubated in equilibration buffer for 1 hour, and then incubated in TdT working solution with anti-Sox9a (GeneTex GTX128370, 1:100) overnight at 37°C. Larvae were then washed with stop/wash buffer, blocked for 1 hour with the blocking solution, and incubated in fluorescein antibody working solution with 1:250 secondary antibody goat anti-rabbit Alexa Fluor 568 (Invitrogen, A11011) overnight at 4°C. Chondrocytes were quantified using the spots function in Imaris. Only chondrocytes in Meckel’s cartilage, the palatoquadrate, and ceratohyal were included in analysis.

### TUNEL.

TUNEL reactions on fish 48 hpf and younger were carried out using the TMR Red In Situ Cell Death Detection Kit (Sigma-Aldrich, 12156792910). Embryos were fixed with 4% PFA overnight at 4°C, washed with PBS 0.1% Tween, and incubated in 2:1 ethanol/acetic acid at –20°C for 10 minutes before incubation in the TdT Enzyme/Label solution (Sigma-Aldrich, 12156792910) overnight at 37°C.

### Confocal imaging.

Larvae were embedded in 0.6% agarose and mounted on glass-bottom dishes (MatTek). Imaging was performed on an inverted Ti2 (Nikon) microscope with a Yokogawa CSuW1 spinning disk confocal and a Zyla 4.2+ sCMOS camera (ANDOR). For time-lapse imaging of developing craniofacial cartilage, muscle, and tendons, images were taken every 1 hour.

### qRT-PCR.

Depending on experiment, RNA was extracted from whole larvae, dissected trunks/tails, or dissected heads, using 10–25 larvae per group in each case. RNA was prepared using Trizol (Ambion, 15596018)/Chloroform (Sigma-Aldrich, C2432, 500 mL) isolation. 1 μg RNA per reaction was used to make cDNA with the iScript cDNA Synthesis Kit (Bio-Rad, 1708891). qRT-PCR reactions were performed using the iScript RT Supermix (Bio-Rad, 1708841). Reactions were normalized to *ef1a,* and relative expression levels calculated using the ΔΔCt method. Primer sequences are provided in Supplemental Table 1.

### RT-PCR.

RNA was extracted from 72 hpf whole larvae using Trizol/chloroform isolation. Wild-type and heterozygous embryos were pooled for RNA extraction. 1 μg RNA per reaction was used to make cDNA with the iScript cDNA Synthesis Kit (Bio-Rad, 1708891). Full-length *psmb1* transcript was amplified with the “psmb1 full-length” primers specified in Supplemental Table 1, with an expected product size of 715 bp.

### RNA-Seq.

For RNA-Seq experiments, 20–25 heads per sample were dissected from 72 hpf larvae. Dissociation was carried out using 25 μg/mL liberase (Sigma-Aldrich, 05401119001), and samples were incubated in an Eppendorf Thermomixer R at 37°C with 600 rpm shaking for 30 minutes. To encourage dissociation, samples were pipetted 20–25 times every 8–10 minutes. Samples were then passed through a 40 μm filter. Samples were sorted into Buffer RLT with 1% β-mercaptoethanol using a BD Aria Sorter with 85 μm nozzle. For RNA-Seq on *sox10:kaede^+^* cells, 7,000 cells were sorted per sample. For RNA-Seq on *mylz2^+^* cells, 1,500 cells were sorted per sample. RNA was isolated using the RNeasy MicroKit (Qiagen, 74004) and submitted to Azenta Life Sciences for library preparation and sequencing using their Ultra Low Input RNA-Seq service with 20–30 million reads per sample. The SMART-Seq HT kit was used for full-length cDNA synthesis and amplification (Takara), and the Illumina Nextera XT kit was used for sequencing library preparation. Reads were aligned to the GRCz11 reference assembly using STAR (49), and differential gene expression analysis was performed with DESeq2 (50). GO enrichment analysis was performed using clusterProfiler 4.2.2 (51).

### Native PAGE.

35 larvae per sample were lysed in buffer containing 50 mM HEPES pH 7.8, 10 mM NaCl, 1.5 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA, 250 mM sucrose, and 5 mM DTT. Protein was quantified with the Pierce BSA Protein Assay Kit (Thermo Fisher Scientific, 23225). Native PAGE was performed as described in ref. 52. In lieu of a loading control, membranes were stained with 0.1% Ponceau S (Sigma-Aldrich, P3504) in 1% acetic acid following transfer. Membranes were stained with a primary antibody against proteasome 20S α subunits 1, 2, 3, 5, 6, and 7 (Enzo Life Sciences, BML-PW8195-0100, 1:5000). Secondary antibody was goat anti-mouse HRP (CST 7076S, 1:5,000).

### Statistics.

For qRT-PCR experiments, significance was calculated via unpaired 2-tailed *t* test. For comparisons across *psmb1* genotypes, significance was calculated via 1-way ANOVA with Dunnett’s multiple comparisons test. For *sox10:psmb1-2A-GFP* rescue experiments, 2-way ANOVA with multiple comparisons was utilized. *P* values of less than 0.05 were considered significant.

### Study approval.

All animal studies were approved by the Institutional Animal Care and Use Committees at the Beth Israel Deaconess Medical Center (Boston, Massachusetts, USA) and the Brigham and Women’s Hospital.

### Data availability.

RNA-Seq data sets generated for this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession GSE243072. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

BMM contributed to conceptualization, investigation, methodology, visualization, formal analysis, writing of the original draft of the manuscript, and review and editing of the manuscript. WG contributed to conceptualization, methodology, and review and editing of the manuscript as well as resources and supervision.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental video 1

Supplemental video 2

Supplemental video 3

Supporting data values

## Figures and Tables

**Figure 1:**
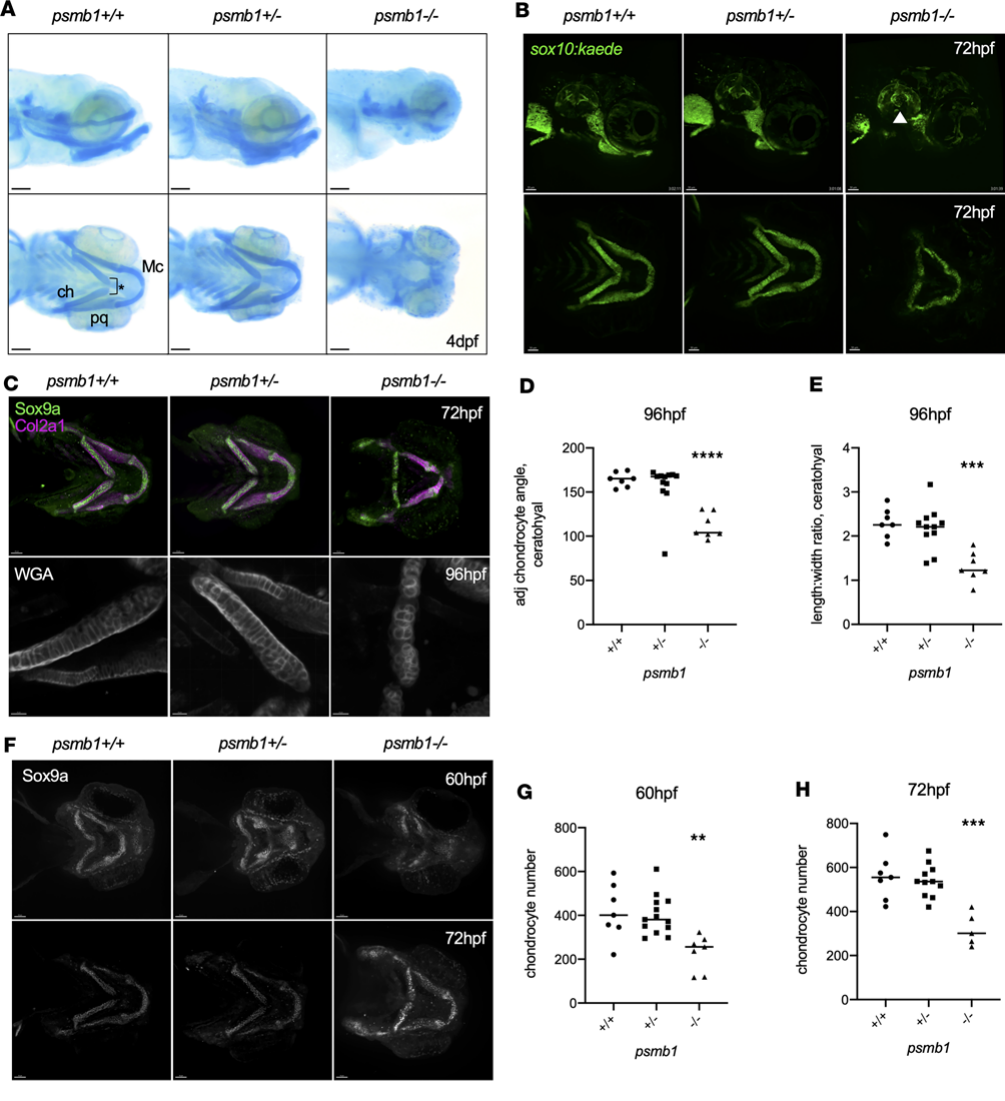
Failure of chondrocyte convergent extension in *psmb1* mutants. (**A**) Alcian blue staining of 4 dpf *psmb1* larvae. Mc, Meckel’s cartilage; ch, ceratohyal; pq, palatoquadrate. The asterisk indicates ceratohyal angle. Scale bars: 100 μm. (**B**) Imaging of *sox10:kaede; psmb1^–/–^* larvae at 72 hpf demonstrates defects in first and second arch cartilage derivatives as well as semicircular canal formation (white arrowhead). Scale bars: 50 μm. (**C**) Col2a1 (magenta) and Sox9a (green) antibody staining of *psmb1* larvae at 72 hpf (top, scale bars: 50 μm) and wheat germ agglutinin stain at 96 hpf (bottom, scale bars: 30 μm). (**D**) Quantification of chondrocyte stacking in wheat germ agglutinin stain images via analysis of the angle formed by drawing a line through 3 adjacent chondrocytes. *n* = 7 (+/+), 12 (+/–), 7 (–/–). (**E**) Quantification of chondrocyte stacking in wheat germ agglutinin stain images by analysis of length/width ratio. *n* = 7 (+/+), 12 (+/–), 7 (–/–). (**F**) Antibody stain for Sox9a at 60 hpf and 72 hpf. Scale bars: 50 μm. (**G**) Quantification of the number of chondrocytes present in the ceratohyal, palatoquadrate, and Meckel’s cartilages at 60 hpf in images in **F**. *n* = 7 (+/+), 13 (+/–), 7 (–/–). (**H**) Quantification of the number of chondrocytes present in the ceratohyal, palatoquadrate, and Meckel’s cartilages at 72 hpf in images in **F**. *n* = 7 (+/+), 11 (+/–), 5 (–/–). Data shown represent mean ± SD. Significance was calculated with 1-way ANOVA with Dunnett’s multiple comparisons test, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

**Figure 2:**
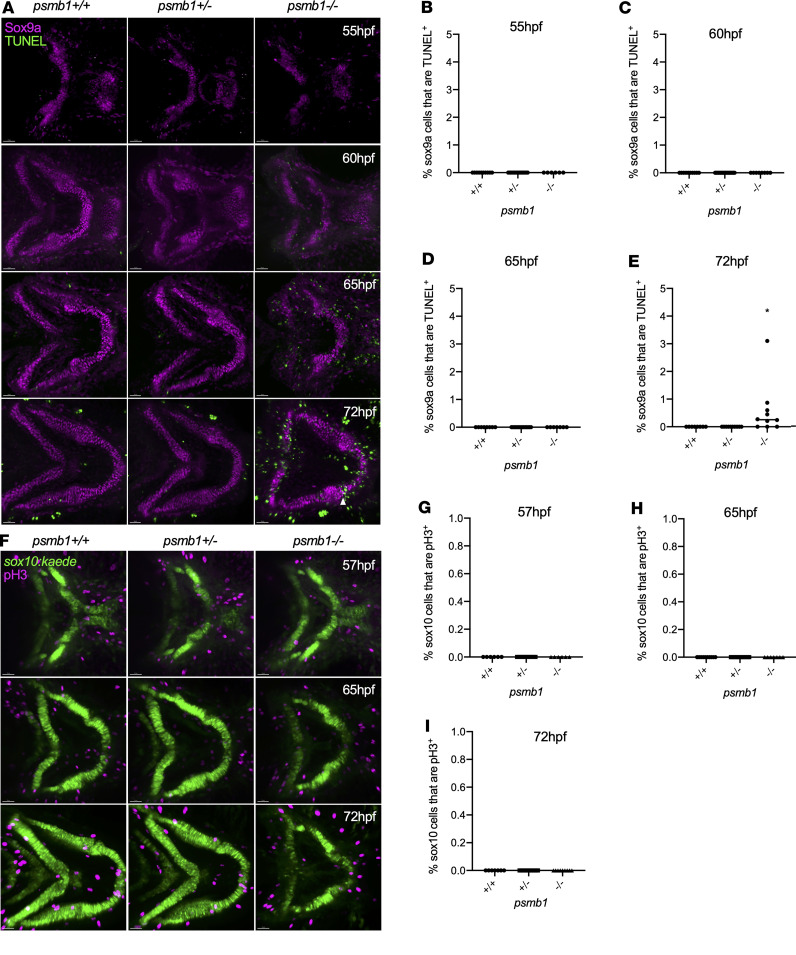
Chondrocyte cell death and proliferation in *psmb1* mutants. (**A**) Time-course study of apoptag TUNEL staining (green) and Sox9a staining (magenta) from 55–72 hpf. (**B**–**E**) Quantification of **A** demonstrates that cell death is not elevated in mutant chondrocytes until 72 hpf, at which point sox9a^+^TUNEL^+^ cells can be found (white arrowhead). 55 hpf: *n* = 10 (+/+), 16 (+/–), 6 (–/–). 60 hpf: *n* = 10 (+/+), 21 (+/–), 8 (–/–). 65 hpf: *n* = 6 (+/+), 6 (+/–), 6 (–/–). 72 hpf: *n* = 8 (+/+), 10 (+/–), 10 (–/–). (**F**) pH3 (magenta) antibody staining in *sox10:kaede* larvae (green) at 57 hpf, 65 hpf, and 72 hpf. (**G**–**I**) Quantification of **C** shows no proliferation of craniofacial chondrocytes across genotypes. 57 hpf: *n* = 6 (+/+), 10 (+/–), 6 (–/–). 65 hpf: *n* = 10 (+/+), 14 (+/–), 7 (–/–). 72 hpf: *n* = 7 (+/+), 11 (+/–), 9 (–/–). Scale bars: 50 μm. Data shown represent mean ± SD. Significance was calculated with 1-way ANOVA with Dunnett’s multiple comparisons test. *P < 0.05; ns, not significant.

**Figure 3:**
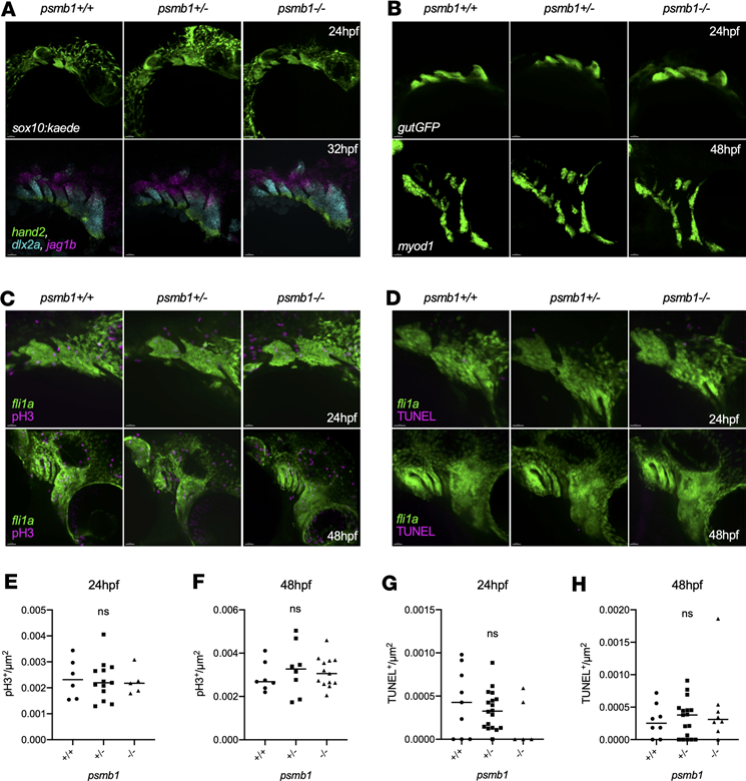
*psmb1* is dispensable for pharyngeal arch morphogenesis and patterning. (**A**) Imaging of *sox10:kaede* embryos at 24 hpf (top, scale bars: 50 μm) did not reveal any defects with neural crest cell migration to the arches. *RNAscope* for *hand2*, *dlx2a*, and *jag1b* demonstrates normal dorsal-ventral arch patterning in *psmb1* mutants at 32 hpf (bottom, scale bars: 30 μm). (**B**) Imaging of *gutGFP* embryos at 24 hpf and *myod1* RNAscope at 48 hpf demonstrates that the pharyngeal arch endoderm and muscle are formed normally in *psmb1* mutants. Scale bars: 50 μm. (**C**) pH3 antibody staining (magenta) in *fli1a:EGFP* embryos at 24 hpf and 48 hpf to assess neural crest cell proliferation in *psmb1* mutants. Scale bars: 30 μm (**D**) TUNEL staining (magenta) in *fli1a:EGFP* embryos at 24 hpf and 48 hpf to assess neural crest cell death in *psmb1* mutants. Scale bars: 20 μm. (**E** and **F**) Quantification of proliferation in pharyngeal arches 1 and 2 in images in **C**; normalization is to arch 1 and 2 *fli1a^+^* area. (**E**): *n* = 6 (+/+), 13 (+/–), 5 (–/–). (**F**): *n* = 7 (+/+), 8 (+/–), 13 (–/–). (**G** and **H**) Quantification of cell death in pharyngeal arches 1 and 2 in images in **D**; normalization is to *fli1a^+^* arch 1 and 2 area. (**G**): *n* = 9 (+/+), 18 (+/–), 5 (–/–). (**H**): *n* = 8 (+/+), 17 (+/–), 8 (–/–). Data shown represent mean ± SD. Significance was calculated with 1-way ANOVA with Dunnett’s multiple comparisons test, ns: not significant.

**Figure 4:**
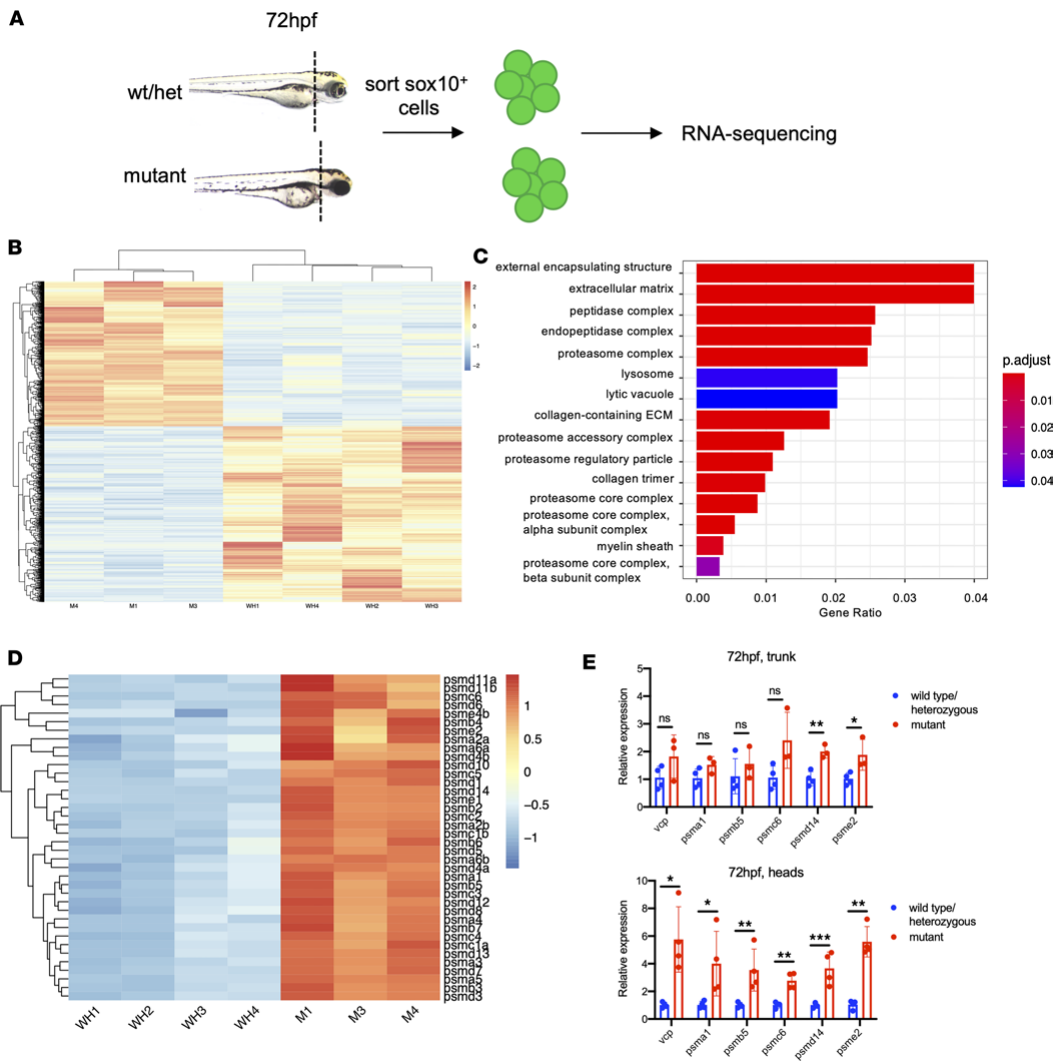
Proteasome subunit genes are upregulated in a tissue-specific fashion in *psmb1* mutants. (**A**) Schematic of RNA-Seq approach for cranial *sox10*^+^ cells from wild-type/heterozygous versus mutant fish at 72 hpf. (**B**) Heatmap of normalized counts of differentially expressed genes in cranial *sox10*^+^ cells at 72 hpf. Wald’s test with false discovery rate correction (*P* adjusted < 0.05). Each sample represents cells from 25 different larvae. (**C**) GO enrichment analysis using ClusterProfiler identifies GO components enriched in the differentially expressed gene set. (**D**) Heatmap of proteasome subunit gene expression in RNA-Seq data set from sorted cranial *sox10^+^* cells (**E**) Top: qRT-PCR for proteasome subunit genes on cDNA from dissected trunks/tails at 72 hpf. Bottom: qRT-PCR for proteasome subunit genes on cDNA from dissected heads at 72 hpf. WH, pooled wild-type/heterozygous larvae; M, mutant larvae. Data shown represent mean ± SD. Significance was calculated with unpaired *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

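The counts of the *sox10*+ cells were also analysed with DESeq2's Wald test and its own size factors and independent filtering, with Benjamini-Hochberg adjustment and a threshold of 0.05. This gave 1108 genes with higher and 1336 with lower expression in mutants among 21556 genes with an adjusted p-value. Every gene called by the quasi-likelihood test was called in the same direction. Of the 1651 genes called by the Wald test alone, 1562 had a p-value under 0.05 before adjustment in the quasi-likelihood test, and 74 had been removed by its filter. The mutant and wild-type/heterozygous libraries did not overlap for 1275 of them (77.2%). GO enrichment, and the expression of the proteasome subunit, *sox9a* and *barx1* genes, were not analysed here. From the GO terms enriched among the differentially expressed genes, the paper states that mainly proteasome and ECM pathways were altered. It then reasons that lower ECM gene expression could reflect fewer maturing chondrocytes or less expression in each, and proposes, since *sox9a* and *barx1* were not seen to decrease, that chondrocyte numbers in the sorted populations were roughly equivalent. The paper also reports lower expression of chondrocyte maturation and ECM genes, and verified it by qRT-PCR of dissected heads (Supplemental Figure 4). From these results it concludes that chondrocyte maturation requires proteasome function.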

**Figure 5:**
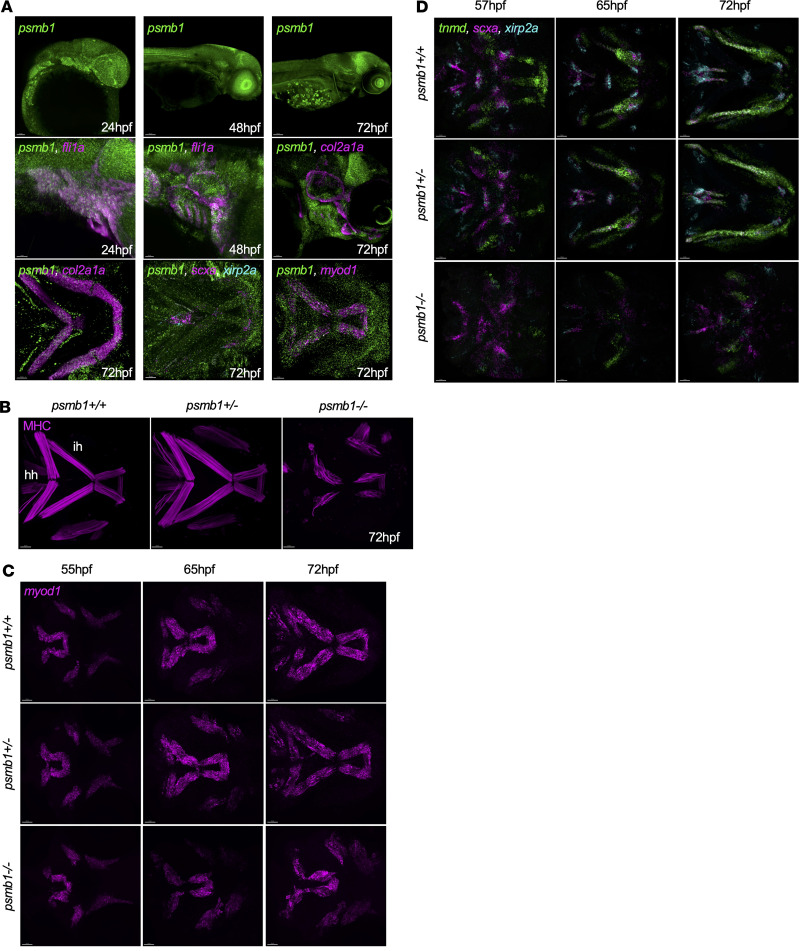
Craniofacial muscle and tendon defects in *psmb1* mutants. (**A**) RNAscope to assess developmental timing and distribution of *psmb1* expression. Top: *psmb1* (green) expression at 24, 48, and 72 hpf. Scale bars: 50 μm, 100 μm, and 100 μm, respectively. Middle: *psmb1* expression in developing pharyngeal arches and cartilage. Left and middle: *psmb1* (green), *fli1a* (magenta), right: *psmb1* (green), *col2a1a* (magenta). Scale bars: 50 μm. Bottom: *psmb1* expression in craniofacial tissues at 72 hpf. Left: *psmb1* (green), *col2a1a* (magenta). Middle: *psmb1* (green), *myod1* (magenta). Right: *psmb1* (green), *scxa* (magenta), *xirp2a* (cyan). Scale bars: 30 μm. (**B**) Antibody stain for myosin heavy chain (MHC) at 72 hpf showing defects in craniofacial muscles in *psmb1* mutants. Scale bars: 50 μm. hh, hyohyal; ih,interhyal. (**C**) RNAscope for *myod1* at 55–72 hpf. Scale bars: 30 μm. (**D**) RNAscope for *tnmd* (green), *scxa* (magenta), and *xirp2a* (cyan) at 57–72 hpf demonstrating defects in tendon development in *psmb1* mutants. Scale bars: 30 μm.

**Figure 6:**
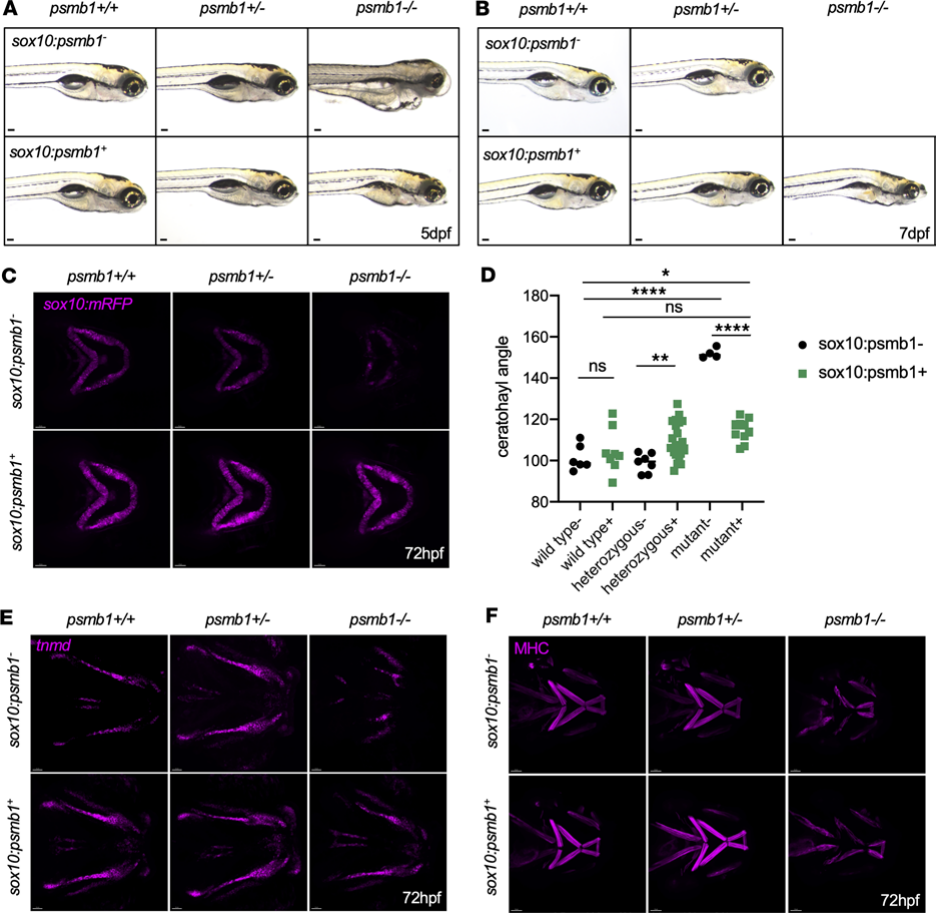
Overexpression of *psmb1* in the neural crest and chondrocytes rescues mutant cartilage and tendon phenotype. (**A**) Bright-field images of *psmb1* wild-type, heterozygous, and mutant larvae with and without *sox10:psmb1-2A-GFP* transgene at 120 hpf. Scale bars: 100 μm. (**B**) Bright-field images of *psmb1* wild-type, heterozygous, and mutant larvae with and without *sox10:psmb1-2A-GFP* transgene at 7 dpf. Scale bars: 100 μm. (**C**) Confocal imaging of *sox10:mRFP, psmb1* wild-type, heterozygous, and mutant larvae with and without *sox10:psmb1-2A-GFP* transgene at 72 hpf. Scale bars: 50 μm. (**D**) Quantification of ceratohyal angle in images from **C** demonstrates that ceratohyal angle is almost completely restored in rescued *psmb1* mutants. Data shown represent mean ± SD. *n* = 6, 8, 7, 22, 4, 10. Significance was calculated with 2-way ANOVA. *P < 0.05, **P < 0.01, ****P < 0.0001; ns, not significant. (**E**) *sox10:psmb1-2A-GFP* transgene substantially improves tendon phenotype, as assessed by RNAscope for *tnmd* at 72 hpf. Scale bars: 50 μm. (**F**) *sox10:psmb1-2A-GFP* partially rescues muscle phenotype, as assessed by antibody staining for myosin heavy chain (MHC) at 72 hpf. Scale bars: 50 μm.

# Supplementary material for: The proteasome subunit psmb1 is essential for craniofacial cartilage maturation and morphogenesis
**Source:** JCI Insight. 2024 Jul 18;9(16):e181723. doi: 10.1172/jci.insight.181723
**Supplement:** Supplemental data

## Supplementary Information

**Movie 1:** Time-lapse imaging of *sox10:kaede*; *psmb1* embryos from 55-70hpf.

**Movie 2:** Time-lapse imaging of *myf5:eGFP*; *mylz2:mCherry*; *psmb1* embryos from 55-70hpf.  
*myf5:egfp* (green), *mylz2:mCherry* (magenta).

**Movie 3:** Time-lapse imaging of *col2a1a:eGFP*; *scxa:mCherry*; *psmb1* embryos from 55-70hpf.  
*col2a1a:eGFP* (green, chondrocytes), *scxa:mCherry* (orange, tendons).

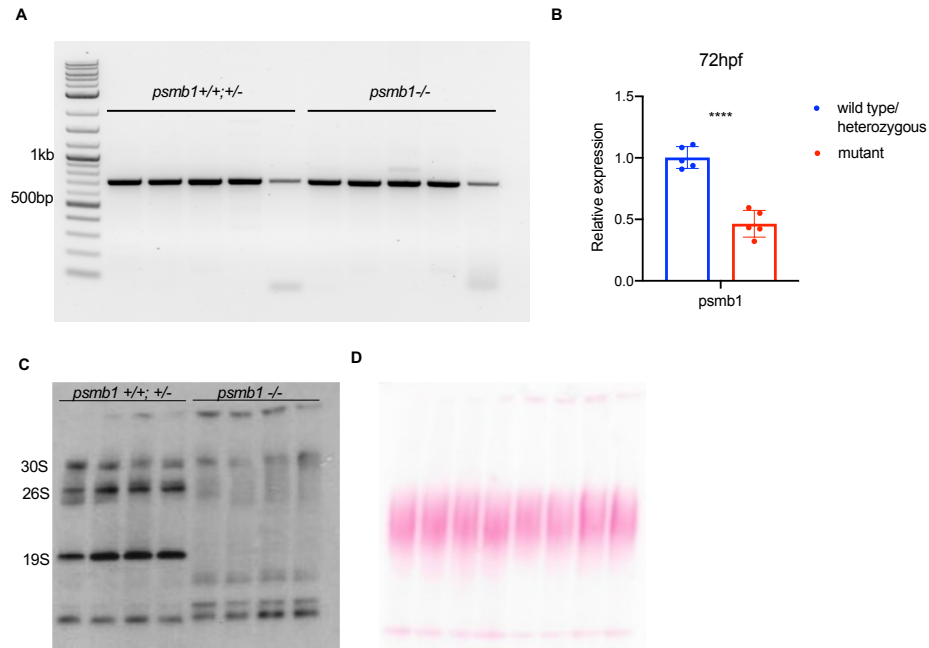

**Supplementary Figure 1: *psmb1*<sup>hi2939</sup> mutation perturbs proteasome assembly.** **A.** RT-PCR for full length *psmb1* transcript in mutant larvae vs. pooled wild-type/heterozygous larvae demonstrates that *psmb1*<sup>hi2939/hi2939</sup> embryos make full length *psmb1* transcript. Each lane is a biological replicate. **B.** qRT-PCR for *psmb1* at 72hpf shows that *psmb1* mutants express *psmb1* at a lower level than wild-type/heterozygous fish. Unpaired t-test, error bars are mean ± SD. \*\*\*\*p≤0.0001. **C.** Native PAGE of 72hpf extracts from pooled wild-type/heterozygous fish vs. mutant fish probed with an antibody for proteasome 20S subunits alpha 1, 2, 3, 5, 6, 7 demonstrates defects in proteasome assembly in *psmb1* mutants. **D.** Ponceau S loading control for native PAGE in **C**.

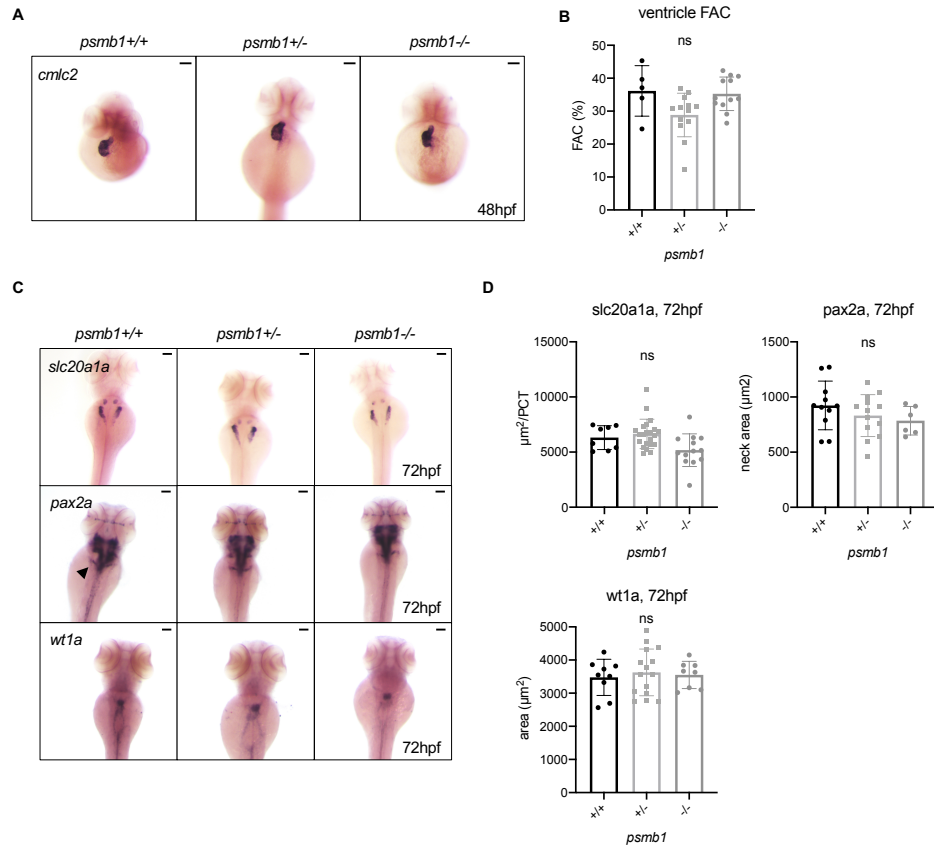

**Supplementary Figure 2. *psmb1* is not required for heart or kidney development.** **A.** ISH for *cmhc2* (cardiac muscle) at 72hpf demonstrates heart looping occurs normally. **B.** Ventricle fractional area change in *psmb1* mutants vs. wildtype and heterozygous fish, measured from brightfield movies of beating hearts. n=5, 13, 12. **C.** ISH for kidney markers *slc20a1a* (tubule, n=8, 22, 13), *pax2a* (neck, black arrowhead, n=11, 13, 6), and *wt1a* (glomerulus, n=9, 15, 8). **D.** Quantification of expression area in **C**. Data are mean + SD. ns: not significant. Scale bars are 100  $\mu\text{m}$ . PCT: proximal convoluted tubule.

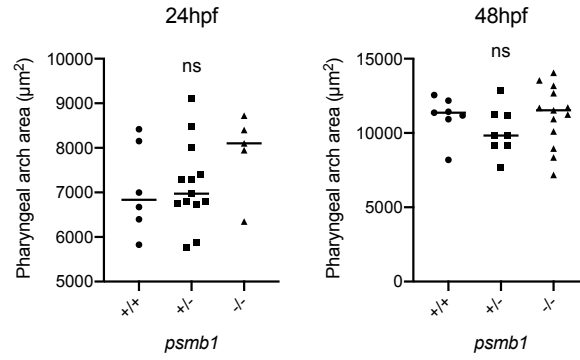

**Supplementary Figure 3: Area of pharyngeal arches 1 and 2 at 24hpf (left) and 48hpf**

**(right).** Area of pharyngeal arches 1 and 2 is the same in wild-type/heterozygous and mutant

fish at both 24hpf and 48hpf. 24hpf: n=10, 20, 4. 48hpf: n=7, 8, 13. Quantification is of images in

**Fig. 4C** and **4D**. ns: not significant. 1-way ANOVA with Dunnett's multiple comparison test. Error

bars are mean  $\pm$  SD.

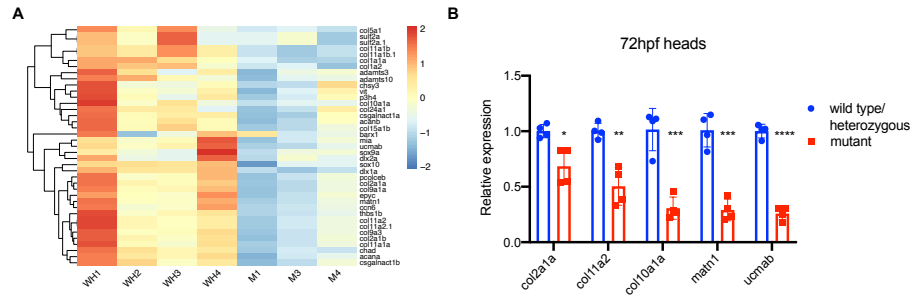

**Supplementary Figure 4: RNA-sequencing demonstrates downregulation of chondrocyte maturation genes in *psmb1* mutants. A.** Heatmap of genes involved in chondrocyte differentiation and maturation. **B.** qRT-PCR of extracellular matrix-related gene expression on cDNA of dissected heads from *psmb1* mutant vs. wild-type/heterozygous larvae at 72hpf. Unpaired t-test, error bars are mean  $\pm$  SD. WH: pooled wild-type/heterozygous larvae, M: mutant larvae. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001, \*\*\*\* $p$ <0.0001.

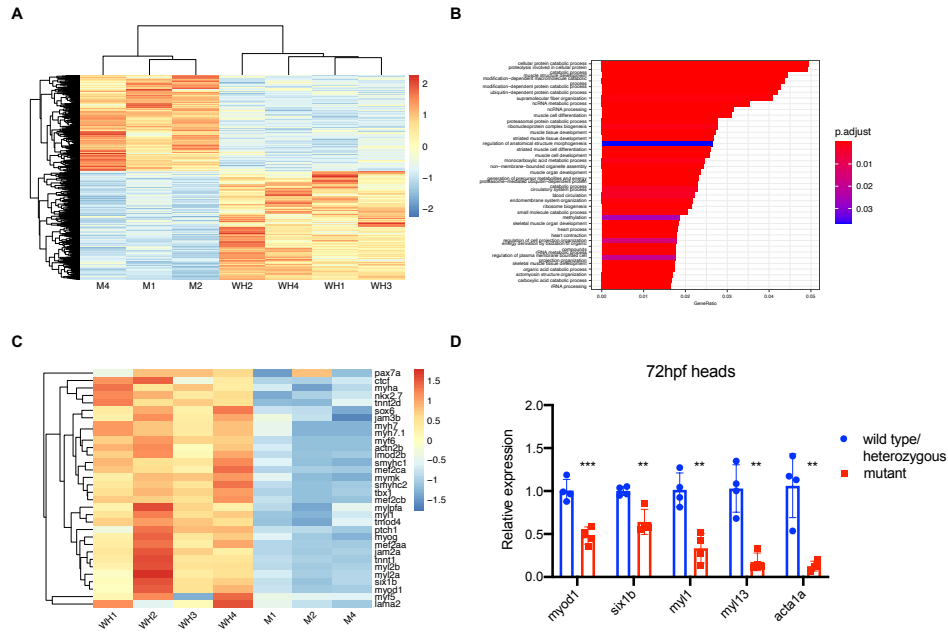

**Supplementary Figure 5: RNA-sequencing of craniofacial muscle demonstrates downregulation of muscle differentiation genes in *psmb1* mutants.** **A.** Heatmap of normalized counts of differentially expressed genes in cranial *mylz2*<sup>+</sup> cells at 72hpf. Wald test with false discovery rate correction (padj < 0.05). Each sample represents cells from 25 different larvae. **B.** GO enrichment analysis using ClusterProfiler identifies GO components enriched in the differentially expressed gene set. **C.** Heatmap of genes involved in muscle differentiation and maturation, which are downregulated in *psmb1* mutants. **D.** qRT-PCR of muscle differentiation genes using cDNA from dissected heads at 72hpf. Unpaired t-test, error bars are mean ± SD. WH: wild type/heterozygous, M: mutant. \*\*p<0.01, \*\*\*p<0.001.

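With DESeq2's Wald test and Benjamini-Hochberg adjustment in place of the quasi-likelihood test, 5975 of 21754 genes with an adjusted p-value differed in the *mylz2*+ cells, 2834 higher and 3141 lower in mutants. Both tests called 4586 genes, in the same direction. Of the 1389 genes called by the Wald test alone, 1256 had a p-value under 0.05 before adjustment in the quasi-likelihood test, and 729 (52.5%) had libraries that did not overlap between genotypes. The GO terms and the named muscle genes were not analysed here. The paper also reports lower expression of muscle differentiation and maturation genes (Supplemental Figure 5), including by qRT-PCR of dissected heads. From this and the GO terms for muscle differentiation and development, it concludes that *psmb1* mutation hinders muscle differentiation.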

| Gene                        | Forward primer             | Reverse primer          |
|-----------------------------|----------------------------|-------------------------|
| <i>psmb1</i> qPCR           | CGGTGATACAGCGAGTTTTG       | GGAGAATTTGTGCTCCACTG    |
| <i>psmb1</i> full length    | CACCATGATTTCTGCCCAGGCTTATG | TCAGTCTTTCCTGAGCGGC     |
| <i>col2a1a</i> qPCR         | GGTCATCTGTGAGGATCTGAAT     | TGGTTCTCCTTTCTGTCCCTTT  |
| <i>col10a1a</i> qPCR        | TGGCTCATACCACAAGGATATT     | TCTCTGAGGTCAAATCGGCA    |
| <i>col11a2</i> qPCR         | TCAATGGGGCTCTAGCAAAA       | GGGTTTGGTTTGACTTGTTCT   |
| <i>matn1</i> qPCR           | CACCCGGATCTTTCAAGTGC       | TCGAAGTTCTCGGGTCTCAC    |
| <i>ucmab</i> qPCR           | CAGCAGCCTTTTCTTCACTC       | GGCTCCATCGAATAAGGTGA    |
| <i>six1b</i> qPCR           | GAGGCGAAAGAAAGGGAAAAC      | GAGCTCGACATCAGGGACTT    |
| <i>myl1</i> qPCR            | TGTCAACTATGAGGCTTTCGT      | AAATGCTTCAGTCTCCTCACA   |
| <i>myhz1.1</i> qPCR         | GTGGGAGTGTGGTCAGAAGT       | ATAACAAGCGGTTTTGGCAT    |
| <i>myod1</i> qPCR           | CGTTCTGGAACATTACAGTGG      | TGTCATAGCTGTTCCGTCTT    |
| <i>acta1a</i> qPCR          | CTACAGCGATGACGTAGGG        | CCACCAAATAACCAAGCCAT    |
| <i>myl13</i> qPCR           | CACCTTTGAGGACTTCGTTG       | AAGTAGCAAGGACGTGTCTG    |
| <i>psmb1</i> wt genotyping  | CAGGCTTATGGAGAAAACGGC      | CGTCCCACAATAAAACAACG    |
| <i>psmb1</i> LTR genotyping | CAGGCTTATGGAGAAAACGGC      | GCAGTTGCATCCGACTTGTG    |
| <i>vcp</i> qPCR             | ACGAGACCATTGACGCAGAG       | TCTGGCTAAGAGCCCACCTA    |
| <i>psma1</i> qPCR           | GCGTCAGGAGTGTGTTGGACT      | TGAGTCTTGCTGCCGATGAG    |
| <i>psmb5</i> qPCR           | ACAAAAGAGGGCCAGGACTC       | TCAAGTCGTATCGAAGGCCG    |
| <i>psmc6</i> qPCR           | CAGAGTGTGGGGCAGATTGT       | CCACTCTAGTGCCAGGCTTC    |
| <i>psmd14</i> qPCR          | AGCGTCAAGGGAAAGGTTGT       | GGTTCATGACCCAGCACCAT    |
| <i>psme2</i> qPCR           | TAAACGTCTGCGTCTCTCTGC      | TGGCGGTAGTTTTCTATCCTCAC |
| <i>ef1a</i> qPCR            | GCGTCATCAAGAGCGTTGAG       | TTGGAACGGTGTGATTGAGG    |

**Supplementary Table 1: Primer sequences**

# Supplementary material for: The proteasome subunit psmb1 is essential for craniofacial cartilage maturation and morphogenesis
**Source:** JCI Insight. 2024 Jul 18;9(16):e181723. doi: 10.1172/jci.insight.181723

Fig. S1A – RT-PCR for psmb1, all lanes included in figure

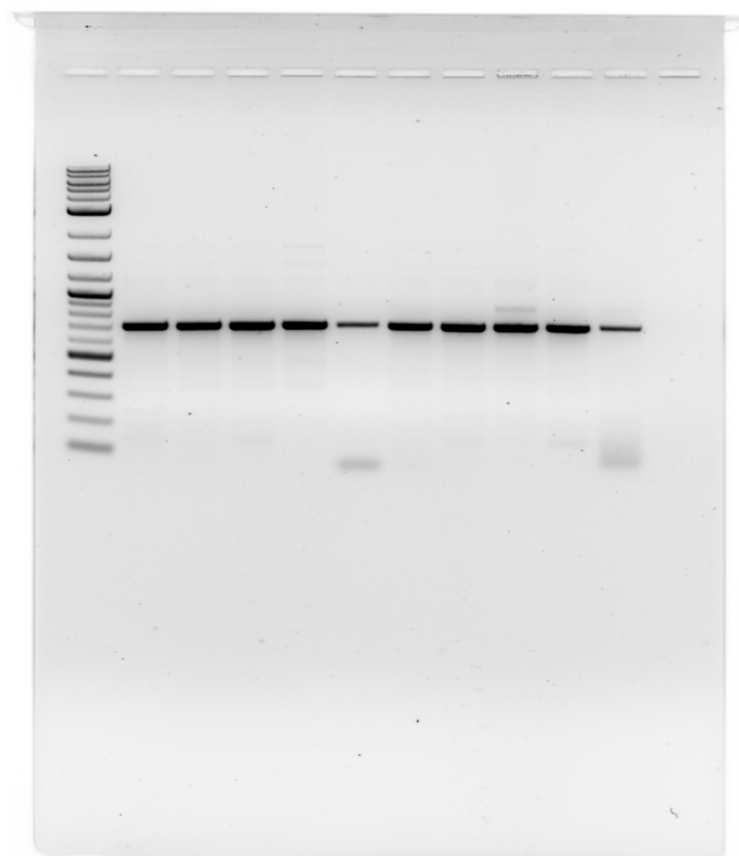

Figure S1C – anti-proteasome 20S alpha subunits 1,2,3,5,6, and 7 (Enzo Life Sciences BML-PW8195-0100). All lanes in figure.

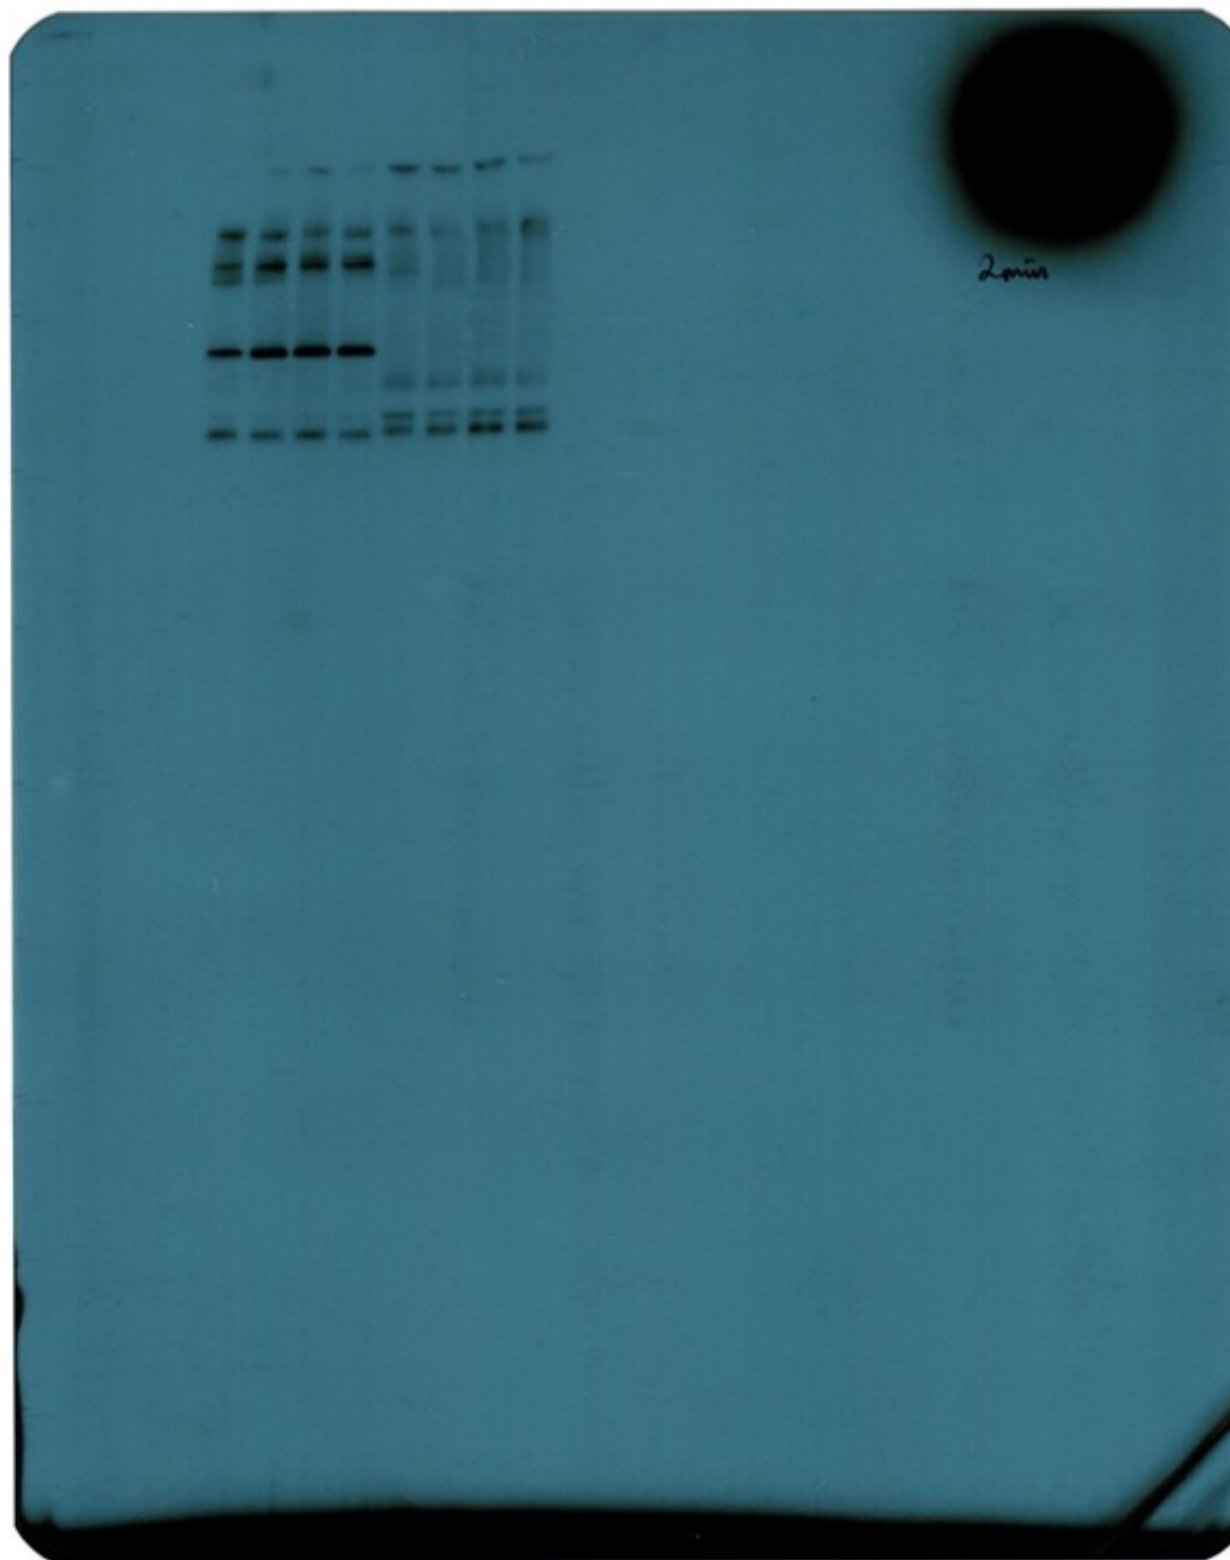

Figure S1D – Ponceau S staining for blot in S1C, all lanes in figure

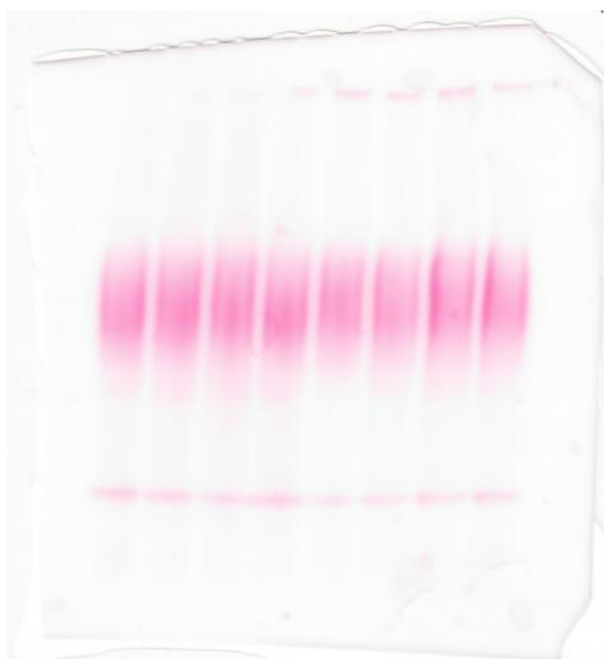

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

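RNA-Seq of 2 kinds of sorted cranial cells, *sox10*+ and *mylz2*+, was analysed, with 4 wild-type/heterozygous and 3 *psmb1* mutant libraries of each at 72 hpf. The authors aligned the reads to GRCz11 with STAR and deposited the whole-number counts of each gene in each library, without normalization, for 32520 genes. The paper's text names no counting tool, strandedness or filter. Genes are listed by Ensembl identifier. Each of the 14 columns was assigned to its sample by its name. The replicate numbers come from the sample labels and the paper's heatmaps. Same-numbered samples of different genotype are different larvae.

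The main test of mutants against wild-type/heterozygous libraries, run for each cell type alone, was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM scaling, the default filter on low counts and Benjamini-Hochberg adjustment. A difference between the effects of the mutation in the cell types was tested as an interaction over all 14 libraries. DESeq2 1.42.0, other scalings, filters and thresholds, a replicate block and leaving out each library were alternatives. Measures of single libraries were compared by exact permutation tests (scipy 1.17.1). Tables and figures were made with pandas 2.3.3 and matplotlib 3.10.9.

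The tests were tried on simulated counts with the real means and library sizes, in which 200 genes changed 4-fold. Each gene's spread between replicates was taken from edgeR's own trend with expression. The changed genes were drawn only from genes above a minimum mean expression, so weaker genes were not covered. For the *sox10*+ libraries, edgeR recovered 116 of them (58%) among 20540 genes tested, with 7 false calls, and DESeq2 recovered 131 (65.5%) among 20243, with 76 false calls. For the *mylz2*+ libraries, edgeR recovered 160 (80%) among 19600, with 4 false calls, and DESeq2 164 (82%) among 19108, with 51 false calls. The interaction test recovered 67 of 194 genes among 19280, with 9 false calls.

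The genes named in the text were set by a rule made before the counts were seen. Besides *psmb1* and the genes the paper names, it took the genes with the largest rise and fall past the threshold, with a mean of at least 100 counts in a group and genotypes that did not overlap. Since no table used here pairs the Ensembl identifiers with gene symbols (0 of 49597 reference genes carry one), the list was limited to 1 rise and 1 fall per cell type. For the same reason *psmb1*, *sox9a*, *barx1*, the genes in the heatmaps and the planned gene sets were not analysed here. The label check that *psmb1* would give was therefore not made. A correction for GC content was not run, since no genome sequence was used here. Genes that share reads with close copies could not be told apart and are uncertain. At 3 counts, the smallest level that could be shown was between 0.029 and 0.0547 CPM (counts per 1000000 counts of the library).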

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

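The test of muscle RNA was chosen only after the share of muscle-enriched genes was seen, and the other tests here were chosen before their results.

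The first wild-type/heterozygous *sox10*+ library stood apart from the other 3 in the share of its counts from 800 genes that were at least 32-fold higher in *mylz2*+ than in *sox10*+ wild-type/heterozygous libraries. The share was 0.648% in that library and 0.285%, 0.285% and 0.329% in the others. In the *sox10*+ mutant libraries it was 0.354% in replicate 1, 0.478% in replicate 3 and 0.318% in replicate 4. The gap from the first wild-type/heterozygous library to the nearest of its group was 0.879 of the group's range, above Dixon's critical value for 4 libraries. By chance about 1 in 20 groups passes that value. Here 1 of 10 comparisons did, and these were several measures of the same 2 wild-type/heterozygous groups, so they were not independent. Muscle RNA in that library may be a source. If it were, the excess of each gene should follow its abundance in *mylz2*+ cells. Across the 800 genes Spearman's rho was 0.3, under the 0.5 set for it. However, the 800 genes were picked for being low in *sox10*+ wild-type/heterozygous libraries, that library included. Noise in low counts can hold rho down, so this value does not exclude muscle RNA. Of these genes 318 (39.8%) were highest in that library, against 25% by chance. The normalization factor of the second wild-type/heterozygous *mylz2*+ library, 0.805, had a gap just under that value. An earlier version of that factor, rounded to 3 decimals, had put it above, and 2 tests made on it were dropped. No other technical explanation and no biological one was tested for the first library. Without it, 675 genes were called in *sox10*+ cells.

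The effect of the mutation differed between cell types for 356 of 23232 genes at an adjusted p-value under 0.05, by the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The change was more positive in *sox10*+ cells for 238 of them and in *mylz2*+ cells for 118, and 3265 genes had a p-value under 0.05 before adjustment. Among the 345 genes also tested in each cell type, the sign of the change was opposite for 233, and the change was larger in *mylz2*+ cells for 232. In the fits of each cell type alone, only 11 of the genes were called in opposite directions. Of the others, 248 were called only in *mylz2*+ cells and 54 only in *sox10*+ cells. Library size was tested by thinning every library to the smallest total, after which 338 of the 356 genes were still called. A few genes taking most of the counts was tested by removing the 100 most abundant genes of each cell type. After this, 347 of the 348 genes outside those removed were still called. This does not exclude an effect of such genes through the scaling. With library totals in place of TMM, the share of genes more positive in *sox10*+ cells went from 66.9% to 32.2%. Of the 64 pairs of splits that part as many same-numbered libraries, 5, the real one included, gave as many genes. The other 4 all kept the real split in one cell type. In 2 of them, only wild-type/heterozygous libraries took the place of the mutants in the other cell type, which nearly reversed its genotypes. These gave 1625 genes with the real split in *sox10*+ cells and 2366 with the real split in *mylz2*+ cells. Pairs with the real split in *mylz2*+ cells and mixed genotypes in *sox10*+ cells gave 445 and 476 genes in 2 cases and at most 287 in the other 4, and pairs with the real split in *sox10*+ cells and mixed genotypes in *mylz2*+ cells gave 2 to 19. The 36 pairs that mixed genotypes in both gave at most 3. Pairs that keep the real split in one cell type still carry its genotype effect, so they are not groupings free of a difference between cell types, and the count of 5 of 64 does not decide whether grouping explains the genes. The number of cells sorted, 7000 against 1500, also differs between the cell types and cannot be separated from them.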

How the results depend on the processing

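The alternatives were chosen before the data were examined. The exceptions, chosen only after results were seen, are DESeq2's test on the genes that edgeR tested and all alternatives for the genes called in both cell types and for the share of abundant genes. GC correction, alone or with the block, and all alternatives for genes the paper names, heatmap genes and gene sets were not run.

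In *sox10*+ cells, 793 genes were called, and 784 with RLE factors, 821 with upper-quartile factors and 861 without a filter. The count was 2444 with DESeq2's Wald test, 2083 with that test on the genes edgeR tested, 1310 among genes with at least 10 counts in every library, and 291 at an adjusted p-value under 0.01. It was 321 to 1020 across the 7 fits that each left out one library, and 306 to 725 of the 793 genes were called in the same direction in those fits. In *mylz2*+ cells, 4587 genes were called, 2380 with a log2 fold change of at least 1 and 2628 at an adjusted p-value under 0.01. The other alternatives, from 3192 to 4362 genes with one library left out, were within 1.5 times that count, and 3094 to 4022 of the same genes were called in the fits with one library left out. The interaction gave 356 genes, 1328 with DESeq2, 608 with at least 10 counts in every library, and 179 to 542 with one library left out. Genes called in the same direction in both cell types numbered 456, 1108 with DESeq2, 983 with DESeq2 on the genes edgeR tested, and 195 to 555 with one library left out. The causes were not tested. In the simulated counts, where the changed genes were known, false calls were 36.7% of DESeq2's calls and 5.7% of edgeR's for *sox10*+ cells, and 23.7% and 2.4% for *mylz2*+ cells.

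With library totals in place of TMM, the share of called genes higher in mutants rose from 56.9% to 71.5% in *sox10*+ cells (866 genes) and from 48% to 79.5% in *mylz2*+ cells (5474 genes). For the interaction it went from 66.9% to 32.2% (373 genes), and for genes called in the same direction in both cell types from 79.2% to 93.7% (568 genes). The median log2 fold change of all genes was then 0.12 in *sox10*+ cells, 0.41 in *mylz2*+ cells and -0.31 for the interaction, so directions are relative to the scaling. With DESeq2, 45.3% of the genes called in *sox10*+ cells and 65.3% of those called in the same direction in both were higher in mutants.

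With the replicate number as a block, 245 genes were called in *sox10*+ cells, 3376 in *mylz2*+ cells, and 144 in the same direction in both. The interaction was not run with the block. With the number in the sample title as the block, 3767 were called in *mylz2*+ cells. Deviations of same-numbered libraries from their group means had a mean correlation of 0.007 in *sox10*+ cells and -0.003 in *mylz2*+ cells, which gave no sign that the numbers pair the libraries.

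Under the 14 alternatives run for it, ENSDARG00000098478 kept its direction and was not past the threshold in 6. Its adjusted p-values were from 1.53e-07 to 0.268 by edgeR's quasi-likelihood test or DESeq2's Wald test, each with Benjamini-Hochberg adjustment. The other 3 genes named kept their direction and their side of the threshold in the alternatives run for them. The filter of at least 10 counts in every library was not among these, since each named gene had 0 counts in one genotype. With the 10 most abundant *mylz2*+ genes in place of 100, the difference in their share of counts was -4.4 in place of -8.4 percentage points. At these depths the simulated 4-fold changes were recovered for 58% of genes in *sox10*+ cells and 80% in *mylz2*+ cells, so changes of that size can be missed. The changed genes lay above a minimum mean expression, so recovery over all genes tested was not measured.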

Differences from the paper's values

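The paper's number of differentially expressed genes in *sox10*+ cells is 2308, and 793 genes were called here by edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2's Wald test, the tool the paper's methods name, gave 2444, within 1.5 times the paper's value. None of the other alternatives set before the data were examined came within it. DESeq2's Wald test on the genes edgeR tested gave 2083, and that setting was chosen after seeing the values.

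In units of 1000000 reads, the paper's upper end of the reads per sample is 30. In the same unit, the median total of the counts was 59.3 over the 7 *sox10*+ libraries and 78.5 over the 7 *mylz2*+ libraries. No alternative bears on these totals.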

Other observations

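The tests of the share of abundant genes and of genes with counts in only one genotype were chosen only after those patterns were seen, as was the comparison over all 35 splits.

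For the genes called in each cell type, the split by genotype was compared with the other splits of the 7 libraries that part as many same-numbered pairs. In *sox10*+ cells 1 of these 8 splits, the real one, gave as many genes, and in *mylz2*+ cells it was also 1 of 8. With 8 splits the share cannot fall under 0.05, so this count alone could not rule out the grouping. The other 27 splits of each cell type differ in that they part at most 2 pairs. Over all 35 splits, only the real split called any gene. Each other split puts mutant and wild-type/heterozygous libraries in the same group, so a genotype difference widens the spread within groups. Few calls in those splits were therefore likely in advance, and they do not measure chance. The other 34 called 0 genes, with 272 to 2469 genes at an unadjusted p-value under 0.05 in *sox10*+ cells and 221 to 4150 in *mylz2*+ cells, against 3577 and 6762 for the real split.

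Of 19306 genes tested in both cell types, 456 were called in the same direction in both, 361 higher and 95 lower in mutants, and 11 in opposite directions. Of the genes higher in *sox10*+ cells, 80.9% were also higher in *mylz2*+ cells, where 11.3% of all tested genes were. Of those lower in *sox10*+ cells, 30.5% were also lower in *mylz2*+ cells, where 11.6% were. Of the 64 pairs of splits, 1, the real one, gave as many genes, but the other splits called no gene in at least one cell type and so had none to share. This count therefore could not show whether the sharing was beyond chance. Muscle RNA in the *sox10*+ libraries could give the same genes, but 364 of them were left without genes at least 4-fold higher in *mylz2*+ than in *sox10*+ wild-type/heterozygous libraries. Such muscle-enriched genes made up 20.2% of the shared genes and 13.5% of all genes tested in both, so muscle RNA may account for part of them. These tests do not settle whether the cell types share a response to the mutation. A variant linked to *psmb1* that differs between the genotypes was not tested for these genes. It was also not tested whether the cells came from the same larvae.

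The 100 most abundant genes took a smaller share of the counts in *mylz2*+ mutants, 44.9% ± 3.4 (SD, n = 3), than in wild-type/heterozygous libraries, 53.3% ± 1.23 (SD, n = 4). All 3 mutant libraries were below all 4 others (exact two-sided permutation test, p = 0.057, the smallest this design allows, and 0.137 after Benjamini-Hochberg adjustment over 6 tests). In *sox10*+ cells the shares were 29.3% ± 2.15 and 34.4% ± 3.18 (exact two-sided permutation test, p = 0.114, adjusted 0.137). One gene taking most of the counts was tested by leaving out the most abundant gene. The next 100 genes then took 40.6% in the *mylz2*+ mutants, and their libraries still lay below the others. The difference did not pass the adjusted threshold, and no biological explanation was tested.

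In *sox10*+ cells 40 genes had counts in every mutant library and none in the others, and 23 had the reverse. Of these 63 genes 58 had counts in *mylz2*+ cells. A strain variant against the reference could give such genes, and would remove the same genotype's counts in both cell types, but 7 of the 58 had counts in only the same genotype of *mylz2*+ cells. Of the 8 splits that part as many pairs, 1, the real one, gave as many genes. Over all 35 splits 5 did, the largest with 135 genes for wild-type/heterozygous replicates 3 and 4 and mutant replicate 4. The pattern cannot be told apart from the grouping of the libraries.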
